# LncRNA *U90926* is dispensable for the development of obesity‐associated phenotypes in vivo

**DOI:** 10.14814/phy2.15901

**Published:** 2024-01-03

**Authors:** Bristy Sabikunnahar, Sydney Caldwell, Stella Varnum, Tyler Hogan, Karolyn G. Lahue, Birgit Rathkolb, Raffaele Gerlini, Nathalia R. V. Dragano, Antonio Aguilar‐Pimentel, Martin Irmler, Adrián Sanz‐Moreno, Patricia da Silva‐Buttkus, German Mouse Clinic Consortium, Oana V. Amarie, Lore Becker, Dirk H. Busch, Julia Calzada‐Wack, Yi‐Li Cho, Lillian Garrett, Sabine M. Hoelter, Markus‐Josef Kraiger, Stefanie Leuchtenberger, Manuela A. Östereicher, Nadine Spielmann, Claudia Stoeger, Wolfgang Wurst, Johannes Beckers, Eckhard Wolf, Valerie Gailus‐Durner, Helmut Fuchs, Martin Hrabe de Angelis, Jennifer L. Ather, Matthew E. Poynter, Dimitry N. Krementsov

**Keywords:** adipogenesis, LncRNA, obesity, U90926

## Abstract

Obesity is a global health problem characterized by excessive fat accumulation, driven by adipogenesis and lipid accumulation. Long non‐coding RNAs (lncRNAs) have recently been implicated in regulating adipogenesis and adipose tissue function. Mouse lncRNA *U90926* was previously identified as a repressor of in vitro adipogenesis in 3T3‐L1 preadipocytes. Consequently, we hypothesized that, in vivo, *U90926* may repress adipogenesis, and hence its deletion would increase weight gain and adiposity. We tested the hypothesis by applying *U90926*‐deficient (U9‐KO) mice to a high‐throughput phenotyping pipeline. Compared with WT, U9‐KO mice showed no major differences across a wide range of behavioral, neurological, and other physiological parameters. In mice fed a standard diet, we have found no differences in obesity‐related phenotypes, including weight gain, fat mass, and plasma concentrations of glucose, insulin, triglycerides, and free fatty acids, in U9‐KO mice compared to WT. *U90926* deficiency lacked a major effect on white adipose tissue morphology and gene expression profile. Furthermore, in mice fed a high‐fat diet, we found increased expression of *U90926* in adipose tissue stromal vascular cell fraction, yet observed no effect of *U90926* deficiency on weight gain, fat mass, adipogenesis marker expression, and immune cell infiltration into the adipose tissue. These data suggest that the *U90926* lacks an essential role in obesity‐related phenotypes and adipose tissue biology in vivo.

## 1 INTRODUCTION

Obesity is characterized by the abnormal and excessive accumulation of adipose tissue, primarily white adipose tissue (WAT), that is harmful to human health. Increasingly prevalent worldwide, obesity is a major risk factor for type 2 diabetes, nonalcoholic fatty liver disease, cardiovascular disease, and several types of cancer (Beuther & Sutherland, 2007; Haslam & James, 2005). Expansion of adipose tissue and obesity occur when adipocyte number or size increases (Jo et al., 2009; Tang & Lane, 2012). Generally, preadipocytes differentiate into mature adipocytes by adipogenesis to increase adipocyte number, which has a profound effect on obesity (Ali et al., 2013). Understanding molecular mechanisms and modulation of adipogenesis is essential to combat obesity.

Obesity is often described as a chronic, low‐grade systemic inflammation characterized by increased pro‐inflammatory cytokines produced by adipocytes and the infiltration of leukocytes, mainly macrophages, into adipose tissue (Rouault et al., 2013; Wernstedt Asterholm et al., 2014). Adipose tissue macrophages (ATMs) play a vital role in obesity by regulating adipocyte function, decreasing efferocytosis, and secreting pro‐inflammatory cytokines and chemokines that directly affect inflammation and metabolic imbalance, for example, insulin resistance (Boutens & Stienstra, 2016; da Costa et al., 2016). The interplay between ATMs and adipocytes during obesity is regulated by many molecular factors, which is an ongoing area of research interest (Cheng et al., 2019; Weisberg et al., 2003).

Similar to the other areas of cell biology, long non‐coding RNAs (lncRNAs) have emerged as essential regulators in adipocyte development (Sun et al., 2013). LncRNAs are unique transcripts that are 200 nucleotides in size, often polyadenylated, and usually do not encode proteins (Derrien et al., 2012). They possess crucial regulatory effects in many biological processes, such as transcriptional repression, X chromosome inactivation, chromatin remodeling, cell differentiation, and cancer metastasis (Clemson et al., 1996; Engreitz et al., 2016; Gupta et al., 2010; Lin et al., 2016; Wang et al., 2014). Recently, studies have shown that several lncRNAs, including *SRA*, *lnc‐RAPn*, *slincRAD*, *PU.1 AS*, *HOTAIRiADINR*, and *NEAT1*, regulate white preadipocyte differentiation (Divoux et al., 2014; Gernapudi et al., 2015; Pang et al., 2013; Xiao et al., 2015; Yi et al., 2013).

We have recently characterized a murine lncRNA named *U90926*. We found that it is highly expressed in macrophages upon toll‐like receptor (TLR) activation and is protective during endotoxic shock in mice (Krementsov et al., 2014; Sabikunnahar et al., 2023). Other groups have characterized *U90926* as a co‐factor of herpes simplex visus (HSV)‐1 replication and a modulator of neutrophil migration during ischemic brain injury (Chen et al., 2021; Shirahama et al., 2020). Prior to these studies, Chen et al. (2017) described the first function of *U90926*: a repressor of adipogenesis (Chen et al., 2017). First, Chen et al. (2017) showed a downregulation of *U90926* expression in WAT in *ob/ob* and *db/db* mice, as well as mice fed a high‐fat diet (HFD). Using 3T3‐L1 preadipocytes as an in vitro model of adipogenesis, they demonstrated that lncRNA *U90926* was constitutively expressed in preadipocytes, and its expression decreased dramatically as they differentiated into mature adipocytes. Functionally, knockdown of *U90926* expression promoted adipogenesis in 3T3‐L1 cells, and *U90926* overexpression repressed it. Based on this study, we hypothesized that, in vivo, deletion of *U90926* would promote adipogenesis and, therefore, weight gain and adiposity. To test our hypothesis, we employed a *U90926* knockout mouse model (U9‐KO) that we recently generated, which carries a deletion of all five exons of the *U90926* gene (Sabikunnahar et al., 2023). Here, we have evaluated different parameters of obesity‐related phenotypes using both a regular diet and a high‐fat diet to determine the effect of *U90926* on adiposity. We also used a high‐throughput phenotyping pipeline to assess any additional physiological effects of *U90926* deficiency. Both approaches found minimal effects of *U90926* deficiency, suggesting that unlike its role in inflammation, this gene is not essential for adipose tissue function and other physiological traits.

## 2 MATERIALS AND METHODS

### 2.1 Animals

*U90926*‐deficient mice (U9‐KO) lacking all five exons of the *U90926* gene on the C57BL/6J background were generated previously, and PCR confirmation of the U9‐KO genotype was performed as previously described (Sabikunnahar et al., 2023). For the German Mouse Clinic (GMC, Munich, Germany) phenotyping experiments, littermate control WT C57BL/6J and homozygous U9‐KO mice were generated from U9‐KO heterozygous breeders (het x het crosses) to minimize any cage/parental effects. The animals were shipped to GMC at 7 weeks of age and subjected to the standard screening pipeline starting at 9 weeks of age (Fuchs et al., 2011, 2018). The phenotyping cohort was comprised of 14 U9‐KO and 11 WT female mice, and 11 U9‐KO and 14 WT male mice. Diet‐induced obesity experiments were performed at the University of Vermont animal facility, as follows. Eight‐week‐old WT and U9‐KO mice were switched from a normal diet (ND) to a high‐fat diet (HFD, 60% kcal fat) purchased from Research Diets Inc. (catalog #D12492). For these experiments, WT control C57BL/6J (B6) mice were initially generated from U9‐KO het x het crosses, then bred as homozygous x homozygous U9‐KO or WT for 2–4 generations to generate homozygous experimental animals. Mice were maintained on 12‐h light–dark cycles. Food was provided ad libitum and replaced weekly.

### 2.2 Cell culture

3T3‐L1‐MBX mouse embryonic fibroblasts were purchased from American Type Culture Collection (RRID: CVCL_0A20, Manassas, VA) and cultured and differentiated according to manufacturer recommendations. For adipogenesis assays, 3T3‐L1 preadipocytes were grown to confluence in DMEM with 10% FBS (Gibco); after 2 days, the culture medium was replaced with differentiation medium containing 10% FBS, 1 μM dexamethasone (Sigma), 0.5 mM 3‐isobutyl‐1‐methylxanthie (IBMX) (Sigma), and 1 μg/mL insulin (Sigma). Two days later, the medium was changed to maintenance media (DMEM with 10% FBS + 1 μg/mL insulin). and maintained until Day 8, with media changes every 2 days. At each time point of the experiment, cells were collected in TRIzol reagent (Invitrogen, Waltham, MA) for RNA extraction. Bone marrow‐derived macrophages (BMDMs) were isolated, cultured, and stimulated with LPS, as described previously (Sabikunnahar et al., 2023).

### 2.3 RNA extraction and quantitative reverse transcription PCR (RT‐qPCR)

For both in vitro and in vivo experiments, Direct‐zol RNA Microprep Kits (Zymo Research, Irvine, CA) were used for RNA extraction as per the manufacturer's protocol. Fat tissue samples were collected into 2 mL screw‐cap tubes containing 1/3 full of 1.0 mm diameter Silicon‐Carbide particles (Biospec Products, Bartlesville, OK) and 1 mL of TRIzol reagent (Invitrogen, Waltham, MA) per tube. Then, the samples were homogenized using a Mini‐Beadbeater instrument by Biospec Products (Bartlesville, OK) for a total of 2 min by 4 cycles, and tubes were placed in an ice‐water bath during each interval to avoid overheating. Then, tubes were centrifuged at 13,000 rpm for 2 min to pellet any debris, 200 μL of homogenate was collected, and 100 μL of fresh TRIzol was added, followed by extraction using the Direct‐zol RNA Microprep Kit as above.

RNA concentration was determined by Nanodrop (Thermo Scientific NanoDrop 2000 Spectrophotometer), and cDNA synthesis reaction by reverse transcription was performed according to the manufacturer's instructions using the qScript cDNA Super MIX kit (QuantBio, Beverly, MA). The qPCR reaction was performed according to the manufacturer's instructions using the DyNAmo ColorFlash SYBR Green kit, and target‐specific primers were ordered from Thermo Fisher Scientific (Waltham, MA). All the primer sequences were adapted from Chen et al. (2017) except the *B2m* primers (forward: 5′‐CATGGCTCGCTCGGTGACC‐3′ and reverse: 5′‐AATGTGAGGCGGGTGGAACTG‐3′). The qPCR was run on a Quant Studio 3 Real‐Time PCR System by Applied Biosystems (Thermo Fisher Scientific, Waltham, MA). Target gene expression was normalized by the expression of the housekeeping genes (HKG), either 18S rRNA or *B2m* (β‐2‐Microglobulin), as indicated, and calculated by a comparative Ct method formula of 2^−∆∆Ct^ and multiplied by a factor of 10,000 for ease of visualization, that is, $2^{-{\mathrm{Ct}}_{\text{target}}-{\mathrm{Ct}}_{\mathrm{HKG}}}\times 10,000$. We did not normalize relative expression to a reference sample (i.e., delta‐deltaCt).

### 2.4 Fat content analysis by DEXA and NMR

Fat content measurements were performed at three different time points using both dual‐energy x‐ray absorptiometry (DEXA) and nuclear magnetic resonance (NMR) techniques following the GMC pipeline. DEXA was carried out consecutively using a Faxitron Ultrafocus equipped with a 10 × 15 cm CMOS detector (Faxitron Bioptics, LLC, Tucson, AZ, USA). The mouse was anesthetized, and prior to imaging weight and length were recorded. Subsequently, the animal was fixed on an x‐ray‐permeable plate and placed in the instrument. Image acquisition and analysis were performed using VisionDXA software (Faxitron Bioptics, LLC). Quantitative DEXA measures were computed automatically for the whole mouse. Two mice (WT = 1 male and U9‐KO = 1 male) were excluded from the DEXA analysis because of the failure in automatic skull segmentation performed by the DXA software. The whole‐body composition was measured using nuclear magnetic resonance imaging (Bruker MiniSpec LF 50), a non‐invasive and reliable method for measuring lean tissue and body fat in live mice without anesthesia. The mice were placed in the NMR instrument, and the measurements were obtained following the manufacturer's protocol.

### 2.5 Plasma analysis

As part of the metabolic screening at GMC, fasting plasma glucose and other compounds were measured from mice subjected to food withdrawal overnight, and blood was collected. The screen was performed using a Beckman‐Coulter AU 480 autoanalyzer and adapted reagents from Beckman‐Coulter (Krefeld, Germany), except that free fatty acids (NEFA) were measured using a kit from Wako Chemicals GmbH (NEFA‐HR2, Wako Chemicals, Neuss, Germany). In the primary screen, a broad set of biomarkers was measured, including various enzyme activities, as well as plasma concentrations of specific substrates and electrolytes in ad libitum‐fed mice. Plasma insulin levels or insulin and leptin were determined using an electroluminescence‐linked immunosorbent assay from Mesoscale Discovery (mouse/rat insulin kit K152BZC; mouse metabolic kit K15124C) and a MESO QuickPlex SQ 120 Sector imager (Mesoscale Discovery, Rockville, Maryland, USA).

### 2.6 Intraperitoneal glucose tolerance test (IpGTT)

At GMC, mice were used for the glucose tolerance test after a 6–7‐h‐long food withdrawal. Before food withdrawal and at the beginning of the test, the body weight of mice was determined. For the determination of the fasting blood glucose level, the tip of the tail was scored using sterilized scissors, and a small drop of blood was analyzed with the Accu‐Chek Aviva glucose analyzer (Roche/Mannheim). Thereafter, mice were injected intraperitoneally with 2 g of glucose/kg body weight using a 20% glucose solution, a 25‐gauge needle, and a 1‐mL syringe. 15, 30, 60, and 120 min after glucose injection, additional blood samples (one drop each) were collected and used to determine blood glucose levels as described before. Repeated bleeding was induced by removing the clot from the first incision and massaging the tail of the mouse.

### 2.7 Histopathological and molecular analysis (RNA‐seq) of perigonadal white adipose tissue

At GMC, mice of both sexes were euthanized by CO_2_ inhalation at the age of 16 weeks. After macroscopic observations of the internal organs, including subcutaneous (sWAT) and visceral/perigonadal white adipose tissue (pWAT) depots, the pWAT pads were weighed. One portion of pWAT was snap frozen and used for molecular analysis, while the other was fixed in formalin and embedded in paraffin. Sections (4 μm) of pWAT were stained with hematoxylin and eosin (H&E) for histological analysis. In addition, 28 tissues were also collected and histologically analyzed according to previously described standardized protocols (Fuchs et al., 2018). Two independent pathologists performed the histopathological evaluation.

For molecular phenotyping, the pWAT was collected from the mice and analyzed by RNA‐seq. First, total RNA was isolated employing the RNeasy Mini kit (Qiagen), including Trizol treatment. The Agilent 2100 Bioanalyzer was used to assess RNA quality, and RNA with RIN >7 was used for RNA‐seq analysis. RNA‐seq was performed on an Illumina NovaSeq 6000 with a PE150‐stranded protocol. Paired‐end data was generated and analyzed by an RNA‐seq pipeline consisting of quality control (FastQC, MultiQC), read trimming (trim_galore), genome alignment (STAR), and gene‐level read counting (summarizeOverlaps, mode = “Union”). Significantly differentially expressed genes were determined using the DEseq2 tool (Love et al., 2014) in R studio after filtering low‐expressed genes (<10 reads). Statistical analysis was performed using *t*‐tests with Benjamini‐Hochberg multiple testing correction (Padj). Detection *p*‐values were used to exclude background signals; significant genes were filtered for detection *p* < 0.05 in more than half of the samples in at least one group per comparison. To identify significant differentially expressed genes, we used a standard cutoff of Padj <0.05 without a fold change filter. RNA‐seq data has been submitted to the GEO database at NCBI (GSE240645).

### 2.8 Flow cytometry

Perigonadal visceral WAT was collected, the stromal vascular cell (SVC) fraction was separated, and the mature adipocyte fraction was enriched using a collagenase‐based approach, as described previously (Cho et al., 2014). Red blood cell (RBC) lysis was performed on SVC by incubating the cells in a 0.8% ammonium chloride solution (StemCell Technologies, Cambridge, MA), and the cells were subjected to staining for flow cytometry analysis. Cells were stained with the UV LIVE/DEAD fixable stain (Invitrogen) and then surface labeled for different combinations of the following markers: CD45, CD11b, CD11c, CD206, CD301, CD19, TCRβ, Ly6G, F4/80, and Ly6C (Biolegend, San Diego, CA) and fixed with 1% paraformaldehyde (Sigma Aldrich, St. Louis, MO). Samples were analyzed on an LSRII cytometer (BD Biosciences) or an Aurora cytometer (Cytek Biosciences). All flow cytometry data analysis was performed using FlowJo Software version 10.6.1 (BD Biosciences).

### 2.9 Statistical analyses

Statistical analyses not pertaining to RNA‐seq data were carried out using GraphPad Prism software version 9.2.0 (GraphPad Software, San Diego, CA, USA). The specific tests used to assess the significance of the observed differences are detailed in the figure legends. All center values represent the mean, and error bars represent the standard error of the mean. The significance of differences was determined by a two‐way ANOVA, with Šidák post hoc test performed for pairwise comparison between the indicated groups throughout the paper, unless otherwise specified. A *p*‐value of <0.05 was considered significant.

## 3 RESULTS

### 3.1 LncRNA U90926 is expressed in pWAT and 3T3‐L1 preadipocytes

Previous studies have documented a role for *U90926* as a repressor of adipogenesis in vitro and its downregulation in the fat depots of obese mice (Chen et al., 2017). This led us to investigate the effect of the *U90926* deletion on weight gain and obesity‐related phenotypes in mice. We have previously generated a U9‐KO mouse model on the C57BL/6J (B6) background, which we utilized here to test this hypothesis in vivo. First, we validated the *U90926* expression in our models. We found that *U90926* is expressed at detectable levels in pWAT depots from WT B6 mice, with an 85% reduction in expression in U9‐KO mice as measured by RTq‐PCR to levels below the limit of reliable detection (Figure 1a). We also compared the *U90926* expression level in WAT with LPS‐stimulated bone marrow‐derived macrophages (BMDMs), which we previously determined to exhibit very high levels of *U90926* expression, and with 3T3‐L1 cells before and after differentiation. We found that *U90926* expression in WT WAT, while detectable, was orders of magnitude lower compared with LPS‐stimulated BMDMs and 3T3‐L1 preadipocytes, with the latter downregulating *U90926* expression after differentiation into mature adipocytes (Figure 1a), as previously reported (Chen et al., 2017). Taken together, we have shown that *U90926* is expressed in pWAT and cultured adipocytes, and we were able to reproduce the previously reported findings that *U90926* expression declines as the cells approach differentiation. The apparent low level of expression of *U90926* in whole WAT is likely due to its low expression in mature adipocytes.

**FIGURE 1:**
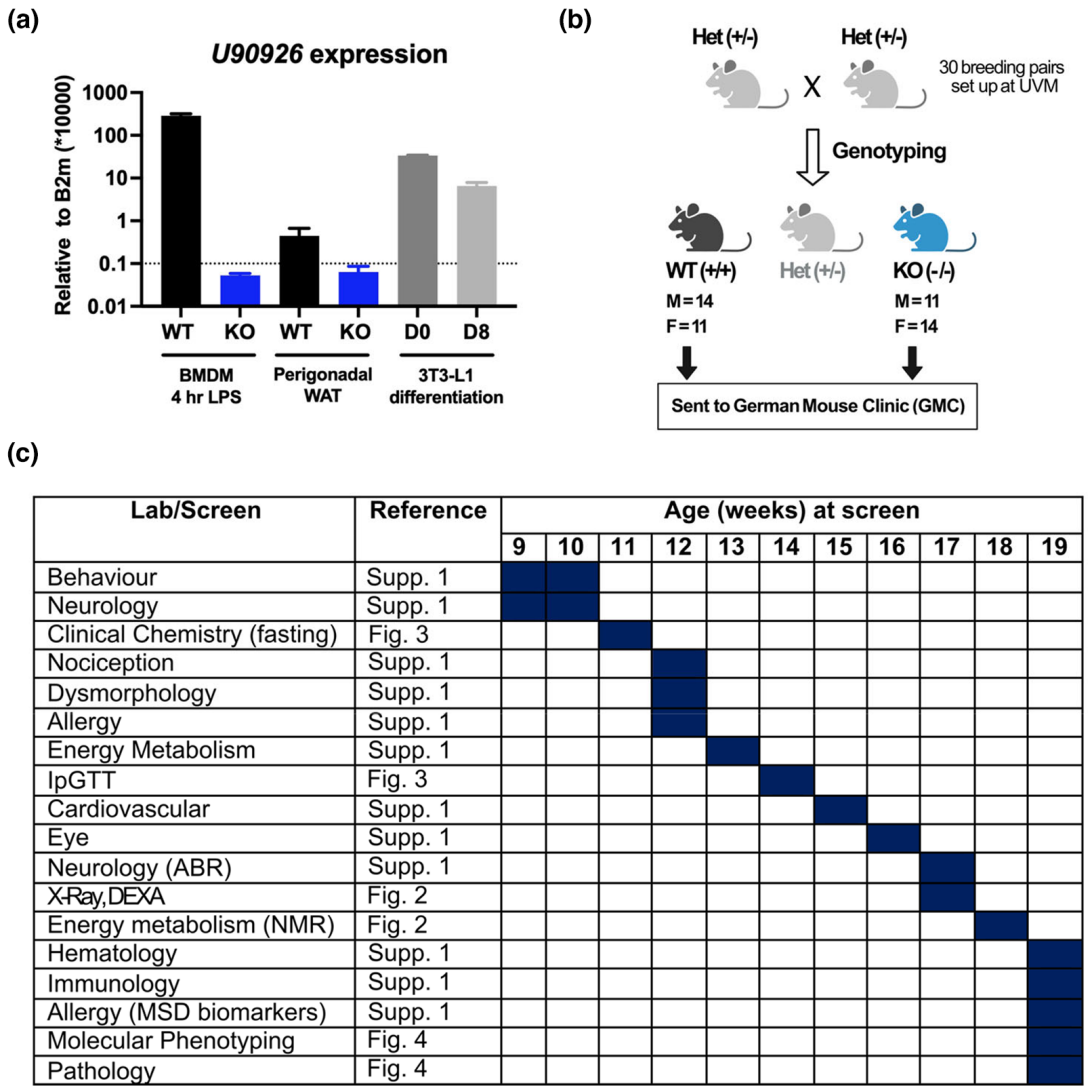
Long non‐coding RNA *U90926* expression in perigonadal white adipose tissue (pWAT) and phenotyping screening of U9‐KO mice. (a) Bone marrow‐derived macrophages (BMDMs) and pWAT were isolated from WT B6 and U9‐KO mice. BMDMs were stimulated with LPS (100 ng/mL) for 4 h. 3T3‐L1 cells were collected at two time points of differentiation, days D0 (Day 0) and D8 (Day 8). All the samples were subjected to RT‐qPCR for *U90926* expression measurement. All the data are expressed relative to the housekeeping gene *B2m* and calculated by the comparative Ct method formula 2^−∆∆Ct^ and multiplied by a factor of 10,000 for ease of visualization. The data are represented as the mean ± SEM. A Student's *t‐*test was performed for each sample type. (b) Schematic representation of the WT and U9‐KO mice that were sent to the German Mouse Clinic (GMC) for phenotyping screening. (c) Table showing the lab or screening that was performed on the WT and U9‐KO mice from 9 to 19 weeks of age at GMC and the location of the data in this manuscript.

### 3.2 High‐throughput physiological phenotyping of U90926‐deficient mice

We next performed a detailed phenotypic characterization of U9‐KO mice on a ND in collaboration with the German Mouse Clinic (GMC, Munich, Germany), using their standard mouse phenotyping pipeline (see Materials and Methods). We generated a cohort of control C57BL/6J WT (*M* = 14, *F* = 11) and homozygous U9‐KO (*M* = 11, *F* = 14) mice at the University of Vermont for the GMC pipeline, which were littermate offspring from U9‐KO heterozygous breeders, thus minimizing any cage or littermate effects (Figure 1b). Phenotyping details, the timing of experimentation, and the location of results are shown in Figure 1c. Generally, U9‐KO mice developed normally and exhibited minimal effects on all of the tested physiological parameters, including morphology, behavior, neurology, and hematology (Data S1), with the exception of several bone mineral parameters, as described below. Phenotyping results specifically related to adipose tissue homeostasis are provided in Figures 2, 3, 4 and described in detail in the following sections.

**FIGURE 2:**
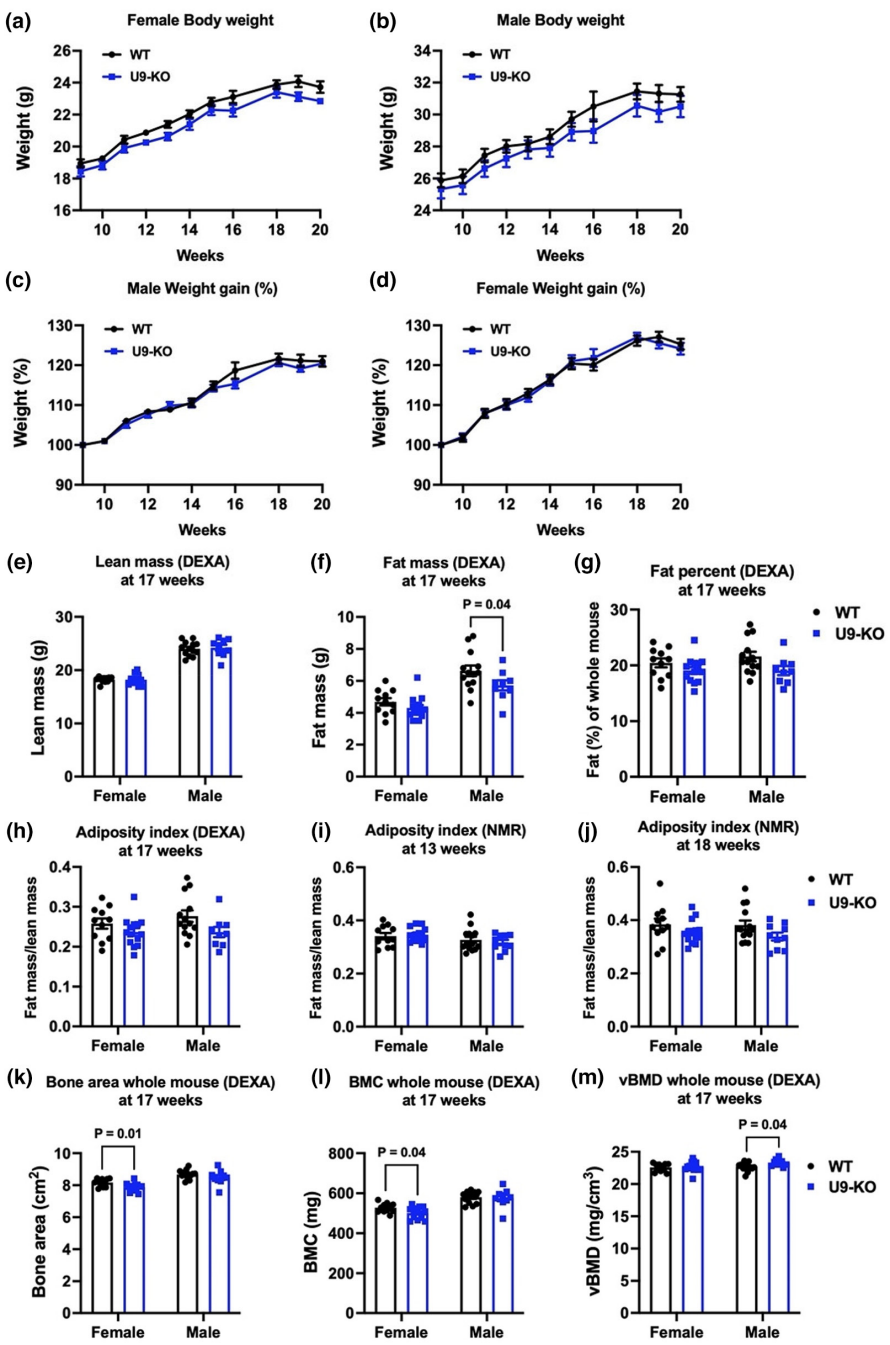
WT and U9‐KO mice show comparable total body weight and fat content. (a–d) are showing the whole‐body weight of female (WT, *n* = 11; U9‐KO, *n* = 14) and male (WT, *n* = 14; U9‐KO, *n* = 11) mice, respectively, to compare the difference between WT and U9‐KO mice. (e–h) At 17 weeks, the same mouse groups as above were analyzed by dual‐energy x‐ray absorptiometry (DEXA) for whole‐body lean and fat content and adiposity index. (i) and (j) show two time points at 13 weeks and 18 weeks, respectively, at which the WT and U9‐KO mice mentioned above were analyzed by NMR to compare their adiposity index. The adiposity index was calculated as the fat mass/lean mass of a mouse. (k–m) The 17‐week‐old mice mentioned above were also analyzed by DEXA for whole mouse bone area, bone mineral content (BMC), and volumetric bone mineral density (vBMD). The data are represented as the mean ± SEM. A two‐way ANOVA was used to assess the significance of differences between WT and U9‐KO mice. For multiple comparisons, Fisher's LSD test was used in panels (e–g), whereas for other panels, our standard Šídák test was performed.

### 3.3 Deletion of U90926 has no effect on weight gain and fat mass in vivo

First, to determine if *U90926* grossly affects weight gain in mice fed a normal diet, body weight was measured weekly from 9 to 20 weeks of age. We found no significant difference in weight gain in female and male U9‐KO mice compared to WT (Figure 2a–d). Since excessive fat accumulation is the major hallmark of obesity, we determined whether *U90926* deficiency impacts the total fat mass. We measured whole mouse fat mass and lean mass by two different methods, DEXA and time domain nuclear magnetic resonance (NMR), at different time points (weeks 13, 17, and 18). We found no significant differences in overall lean mass and fat mass accumulation in U9‐KO compared to WT (Figure 2e,f; Data S1), with the exception of fat mass measured by DEXA analysis in male mice at 17 weeks, which was decreased in U9‐KO (Figure 2f). However, this difference was no longer significant when fat accumulation was calculated as a percent of the whole mouse (Figure 2g). The adiposity index, calculated as the ratio of fat mass to lean mass, showed no significant differences in either male or female U9‐KO and WT mice (Figure 2h–j). Since bone density can also contribute to total body mass, we also examined the bone mineral parameters of the WT and U9‐KO mice by DEXA at 17 weeks of age. DEXA analysis showed that bone area of the whole mouse and bone mineral content (BMC) were decreased in U9‐KO females compared with WT females (Figure 2k,l), respectively. However, volumetric bone mineral density (vBMD), which is calculated as the ratio of the BMC divided by the bone area, was slightly increased in male U9‐KO mice compared with WT males (Figure 2m). Taken together, these findings suggest that loss of *U90926* does not affect overall weight gain or total fat mass accumulation under a normal diet, but it may exert some subtle sex‐specific effects on bone homeostasis.

### 3.4 Obesity‐related metabolic changes are unaltered in U9‐KO mice

Obesity is a significant risk factor for numerous metabolic disorders, such as type 2 diabetes and nonalcoholic fatty liver disease, which are accompanied by insulin resistance and elevated liver enzymes, respectively (Liu et al., 2021). In obesity, metabolic consequences leading to insulin resistance include an increased concentration of glucose, lipids, and free fatty acids in circulation (Kahn & Flier, 2000). Here, we investigated plasma concentrations of glucose, triglycerides (TG), and non‐esterified fatty acids (NEFA) in WT and U9‐KO mice after overnight food withdrawal. We found that *U90926* deficiency does not affect fasting glucose, TG, or NEFA concentrations (Figure 3a–c). To gain a deeper understanding of glucose homeostasis and how obesity affects metabolism, we conducted intraperitoneal glucose tolerance tests (IpGTT). We found no difference in glucose clearance between WT and U9‐KO mice, indicating that U9‐KO mice do not have impaired glucose tolerance (Figure 3d–f). Our metabolic screening also showed that *U90926* deficiency does not impact other major plasma biomarkers of obesity, such as fibroblast growth factor 21 (FGF21), leptin, and insulin (Figure 3g–i). Although there was a subtle decrease in leptin concentration in the male U9‐KO mice compared with the WT (*p* = 0.042), their body weight, fat mass, food intake, and other metabolic parameters do not suggest altered leptin signaling.

**FIGURE 3:**
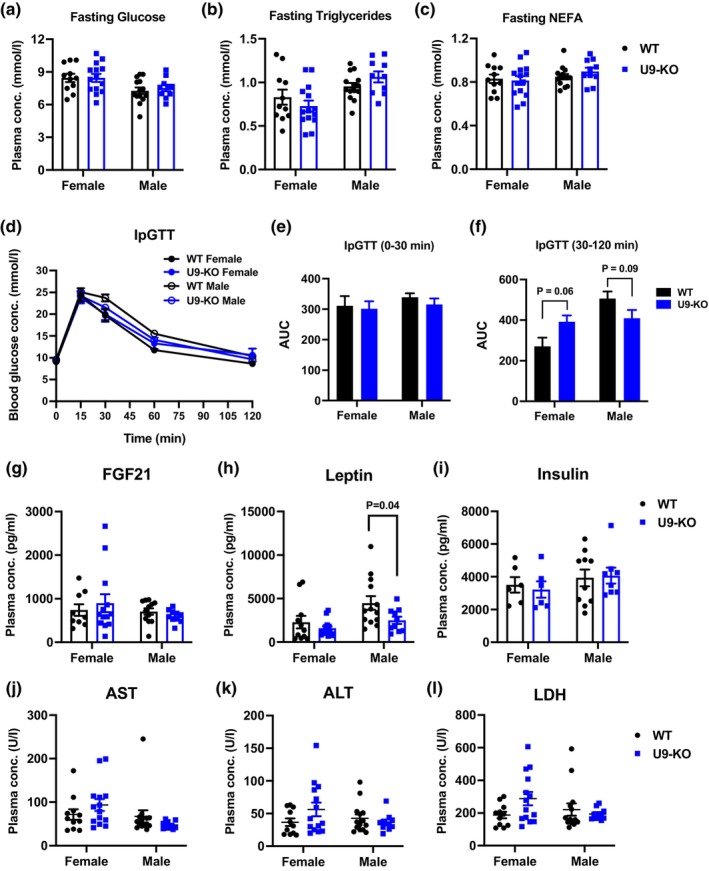
*U90926* deficiency has no major metabolic effect in vivo. (a–c) Blood was collected from WT and U9‐KO mice after the overnight withdrawal of food. Then, plasma concentrations of glucose, triglycerides, and non‐esterified fatty acids (NEFA) were measured. (d–f) Intraperitoneal glucose tolerance test (IpGTT) was performed on WT and U9‐KO mice fasting for 6–7 h, where glucose concentration was measured at the beginning, *T* = 0 and at 15, 30, 60, and 120 min after glucose administration in panel (d). Data show area under the curve (AUC) analysis for 0–30 min in panel (e), and for 30–120 min in panel (f). (g–i) Blood was collected from 13‐week‐old WT and U9‐KO mice to measure the plasma concentration of FGF21 (g), leptin (h), and insulin (i) by an electroluminescence‐linked immunosorbent assay based on the Mesoscale Discovery (MSD) technology. (j–l) Blood was collected from ad libitum‐fed WT and U9‐KO mice to measure the plasma concentration of liver enzymes, aspartate transaminase (AST), alanine aminotransferase (ALT), and lactate dehydrogenase (LDH), as depicted in panels (j–l), respectively. Mice groups used for all the above experiments are 13‐week‐old WT (*n* = 14 males *n* = 11 females) and U9‐KO (*n* = 10 males *n* = 14 females). A two‐way ANOVA was performed for statistical analysis to assess the significance of differences between WT and U9‐KO mice.

Obesity is associated with many liver diseases, such as nonalcoholic fatty liver disease (NAFLD), nonalcoholic steatohepatitis (NASH), and cryptogenic cirrhosis (Marchesini et al., 2008). Like other liver injuries, these obesity‐associated liver diseases are also accompanied by elevated liver enzymes such as aspartate aminotransferase (AST) and alanine aminotransferase (ALT) in the circulation (Marchesini et al., 2008). Given that, we measured the plasma concentrations of AST, ALT, and lactate dehydrogenase (LDH) enzymes, and found no significant differences in the levels of liver enzymes in U9‐KO mice compared to WT (Figure 3j–l). Similarly, no histological differences were detected in liver, pancreas, or interscapular brown adipose tissue comparing the WT and U9‐KO mice (data not shown). Altogether, these data demonstrate that the *U90926* deletion does not affect glucose homeostasis and other obesity‐related metabolic parameters in vivo.

### 3.5 U90926 deficiency does not impact pWAT histological and transcriptional signatures

Since adipocyte size and the number increase in pWAT during obesity (Jo et al., 2009), we examined the effect of the *U90926* deletion on WAT morphology in vivo. We detected no apparent differences in adipocyte size and shape when comparing control WT with U9‐KO mice (Figure 4a). Both groups showed the typical morphology of WAT‐adipocytes, containing one large cytoplasmic lipid droplet that takes up almost the entire cell and leads to the displacement of the nucleus to the periphery. No differences in vascularization, the presence of lymphoid cells, and/or fibrosis between the groups were observed.

**FIGURE 4:**
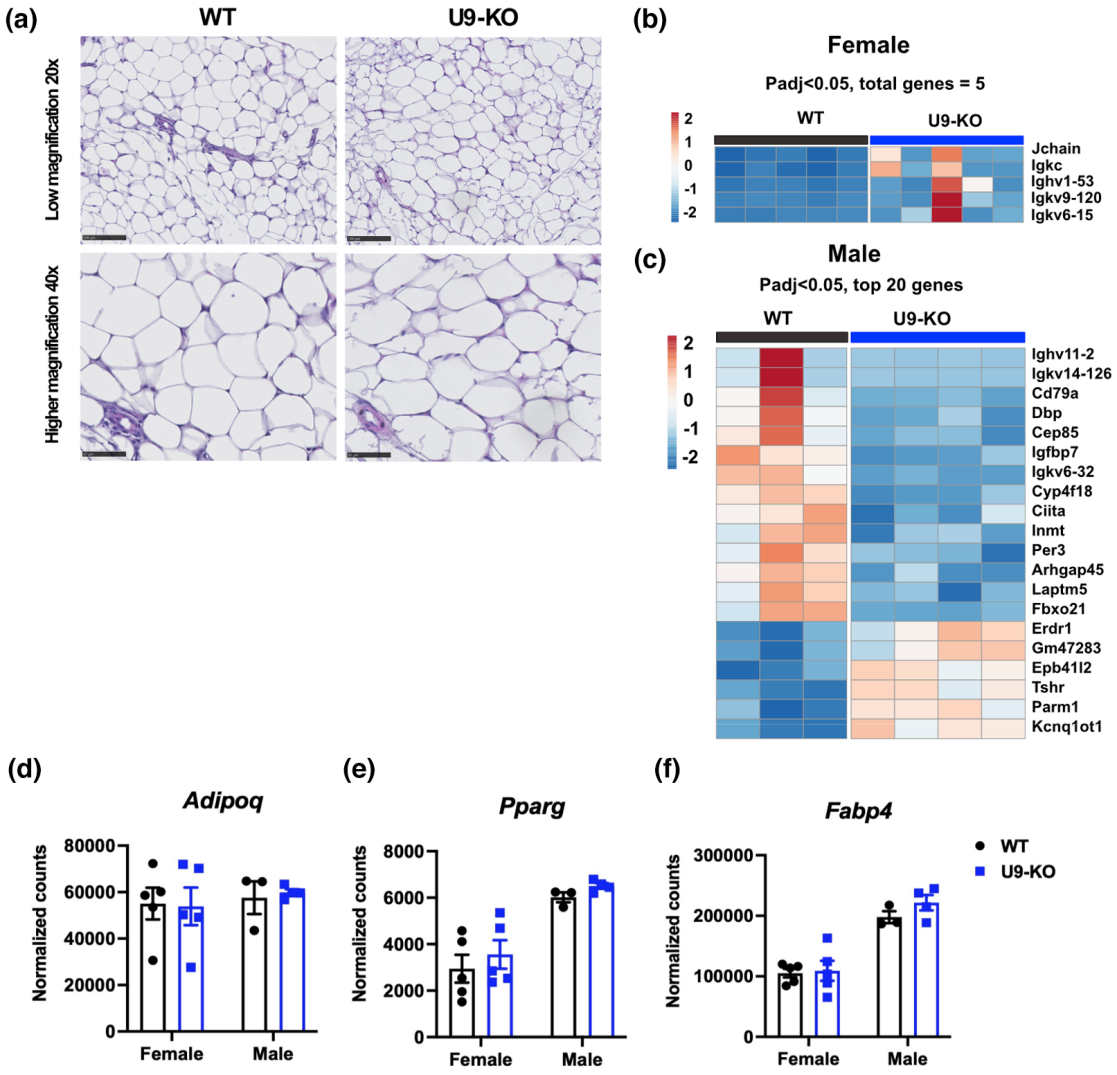
Histological and transcriptional analysis shows no major obesity‐related phenotypes in white adipose tissue (WAT) from WT and U9‐KO mice. (a) Histological aspect of the perigonadal WAT H&E stained. The images are representative of WT (*n* = 5) (left) and U9KO mice (*n* = 5) (right), respectively. Note that the adipocytes in both groups are similar in shape and size and show the typical morphology of containing one large cytoplasmic lipid droplet (unilocular), displacing the nucleus to the periphery. (b–f) RNA‐seq analysis was performed on RNA isolated from whole perigonadal adipose tissue collected from WT and U9‐KO mice. DEseq2 analysis was done to identify the differentially expressed genes in U9‐KO versus WT tissues. Heatmaps show the topmost differentially expressed genes based on the Padj < 0.05 cutoff value in females (b) and males (c). Adipogenesis markers, *Adipoq*, *Pparγ*, and *Fabp4* counts in RNA‐seq data were compared in WT and U9‐KO mice in panels (d–f), respectively.

Adipogenesis involves a sequential transcriptional cascade that controls adipocyte development at the molecular level (Ahmad et al., 2020). Knockdown of *U90926* in differentiating 3T3‐L1 preadipocytes has been reported to induce the upregulation of genes encoding adipogenesis markers, including peroxisome proliferator‐activated receptor gamma (PPARγ), CCAAT/enhancer‐binding protein α (C/EBPα), fatty acid binding protein 4 (FABP4), and adiponectin (AdipoQ) (Chen et al., 2017). Based on this, we hypothesized that the *U90926* deletion in vivo may affect molecular signatures related to adipogenesis and obesity, even in the absence of overt histological or metabolic changes. 

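Perigonadal white adipose tissue (pWAT), the visceral fat beside the gonads, was taken from 5 WT and 5 U9-KO females and from 3 WT and 4 U9-KO males, with 1 RNA-seq library per mouse. The methods give the age at collection as 16 weeks, and Figure 1c gives 19 weeks. The authors trimmed the reads with trim_galore, aligned them with STAR, counted them per gene with summarizeOverlaps and normalized the counts. The deposited values are these normalized counts, which are read counts divided by a size factor for each library and rounded to whole numbers. The number of reads behind a library is therefore unknown. Summed over genes, the normalized counts ranged from 20243688 to 24033629 in WT females (median 21876288), from 21490907 to 28620744 in U9-KO females (median 21955652), from 22024872 to 23787857 in WT males (median 23256359) and from 23407426 to 23916425 in U9-KO males. The median ratio of each library to the mean of its own sex was between 1.003 and 1.006. Against the mean of all 17 libraries it was 1.03 to 1.06 in females and 0.948 to 0.963 in males, so small differences in level between the sexes were not interpreted. Each of the 29 pairs of mice of one sex and genotype differed in at least 24469 genes, and each mouse was counted as 1 replicate.
The targeted gene was looked at first. *U90926* (ENSMUSG00000029409) lies on the minus strand of chromosome 5 of GRCm38, from 92209893 to 92215408, and the GENCODE annotation gives it 3 transcripts with up to 6 exons and a coding sequence. In the transcript with 6 exons, exon 5 (92210055 to 92210147) and exon 6 (92209896 to 92210053) both lie within exon 5 of another transcript (92209893 to 92210147). The paper counts 5 exons, all deleted in U9-KO mice. No other annotated gene overlaps *U90926*. The normalized count of *U90926* was 1 in WT female 3 and in WT male 2, and 0 in the other 6 WT mice and in all 9 U9-KO mice. At this depth *U90926* was at or near the limit of detection in whole pWAT of WT mice, and a difference between the genotypes was not detectable. The counts alone thus neither back nor contradict the genotype labels. *Xist*, transcribed from the inactive X chromosome, had between 16816 and 23746 normalized counts in females and between 4 and 41 in males. The Y-linked gene *Ddx3y* had between 3006 and 3556 in males and at most 18 in females, so the sex of each library matched its label.

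**Figure D1:**
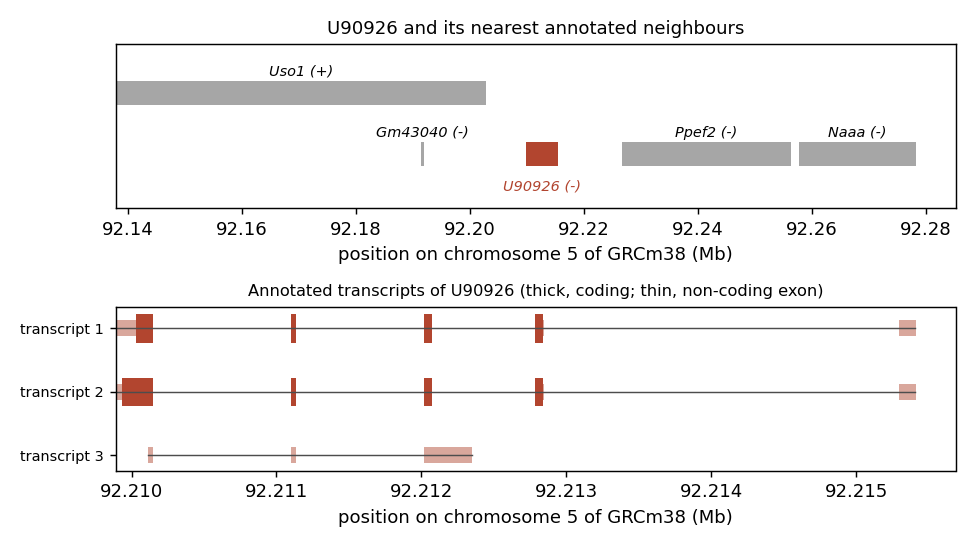
Position of *U90926* on chromosome 5 of GRCm38 in megabases, with its nearest annotated neighbours above (strand in parentheses) and its 3 annotated transcripts below. Thick boxes are coding sequence, thin boxes are non-coding exon sequence, and lines are introns.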

We performed RNA‐seq analysis on pWAT depots collected from WT and U9‐KO mice. Differentially expressed genes (DEGs) between WT and KO tissues were identified using the DEseq2 package (see Materials and Methods). 

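As the deposited values are not raw counts, differential expression was tested here with limma on log2(normalized count + 1), with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. Females and males were fitted separately, and a further fit combined both sexes with sex as a covariate. Genes with a total of at least 10 normalized counts over the mice of a fit were kept. A fold change on this scale understates the change of genes with low counts. On simulated counts with the group sizes, gene means and gene spreads of the females, 64.0% of 600 changed genes had an adjusted p under 0.05. Of the 406 genes called, 5.42% were unchanged ones. With those of the males, 73.7% of 600 changed genes were called, and 7.34% of the 477 calls were unchanged genes. Changed genes were drawn from those with a mean of at least 10 and without extreme spread. The simulated genes varied independently, without variation shared across genes in a mouse. These shares may therefore overstate the power on the real mice.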

Using a standard cutoff of Padj <0.05, 36, and 5 DEGs were found in males and females, respectively, with no overlapping DEGs between the sexes and zero significant DEGs found when males and females were analyzed together (Figure 4b,c). 

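In females, 0 of 24825 genes had an adjusted p under 0.05 in limma's test, and the smallest adjusted p was 1. At an unadjusted p under 0.05 there were 553 genes, or 2.23%. In males, 0 of 21930 genes passed, with a smallest adjusted p of 0.612 for *Igkv6-32*, while 1667 genes (7.60%) had an unadjusted p under 0.05. With both sexes in 1 fit, 0 of 26289 genes passed and 1057 had an unadjusted p under 0.05. The smallest adjusted p there, 0.180, belonged to *Kif16bos*, whose normalized counts were between 0 and 3. No gene was called in both sexes. A genotype effect that differed between the sexes was also found for 0 genes, with 910 at an unadjusted p under 0.05. With each mouse left out in turn, the genes at an unadjusted p under 0.05 numbered from 410 to 1225 in females (without WT female 5 and without U9-KO female 4), from 1179 to 3345 in males (without U9-KO male 1 and without WT male 1), from 772 to 2207 in both sexes together (without WT male 2 and without U9-KO female 4) and from 795 to 1076 for the difference between the sexes.
The fit that left out WT male 1 moved the male count most, to 71 genes, and the other 6 fits that each left out 1 male called 0. Of the 71, 3 were in the list of 31 adipogenesis and adipocyte genes described below, with log2 fold changes of 1.70 for *Fasn* (adjusted p = 0.0416 in limma's test), 1.53 for *Acaca* (adjusted p = 0.0449) and 0.93 for *Gpd1* (adjusted p = 0.0415), chosen after their values were seen. None of the 71 was in the list of 18 obesity-related genes. WT male 1, the mouse left out, had the highest *Fasn* of all males (308595) and the highest *Acaca* of the WT males (32822). The remaining males allow only 15 splits, so the 71 genes cannot be told apart from a chance split. In females 0 genes were called in each of the 10 fits that left out 1 mouse. The groups did not overlap for 59 genes in females, 0.238% of those tested against the 0.794% that chance gives with 5 mice against 5. In males they did not overlap for 1666 genes, 7.60% against a chance share of 5.71%. The 5 genes shown for females in Figure 4b were all higher in U9-KO females and had ranks between 2 and 25 by p. Of the 20 genes shown for males in Figure 4c, 6 were higher and 14 lower in U9-KO males, and 19 were among the 50 genes with the smallest p. Adjusted over the list alone, 5 of 5 and 20 of 20 had an adjusted p under 0.05, which is not independent evidence because the study chose both lists on these mice.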

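*Jchain*, which encodes the joining chain of antibodies (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891), had 230.2 ± 106 normalized counts (SD, n = 5) in WT females and 1604 ± 1319 (SD, n = 5) in U9-KO females. Its log2 fold change was 2.54 (SE 0.53, adjusted p = 1 in limma's test). *Igkc*, the constant region of the kappa light chain (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), had 770.0 ± 418 in WT and 4975 ± 3943 in U9-KO females (SD, n = 5 each). The other 3 genes of Figure 4b are variable segments of the heavy chain (*Ighv1-53*) and of the kappa chain (*Igkv9-120* and *Igkv6-15*), whose reads the counting could split among near-identical segments. U9-KO female 3 had the highest value of 4 of the 5 genes, and that mouse carried 70.9% of the summed U9-KO count of *Igkv9-120*, where equal mice would carry 20% each. WT and U9-KO females did not overlap for any of the 5.
In males, *Ighv11-2* had 2397 normalized counts in WT male 2, which was 87.2% of the sum of the 3 WT males, and 18.5 ± 10.8 (SD, n = 4) in U9-KO males. WT male 2 was the highest WT male for 11 of the 20 genes of Figure 4c. *Igkv6-32* had 20.3 ± 5.51 (SD, n = 3) in WT males and at most 2 in U9-KO males, at least 6.78-fold lower. *Dbp*, a clock-controlled transcription factor (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203), had 368 ± 98.9 (SD, n = 3) and 167 ± 31.6 (SD, n = 4), a log2 fold change of -1.12 (SE 0.19, adjusted p = 0.612 in limma's test). *Cd79a*, a part of the B cell receptor, had 148 ± 53.2 and 70.8 ± 5.38 in the same groups. Among the genes that were higher in U9-KO males, *Kcnq1ot1* had 196 ± 14.5 in WT and 302.5 ± 24.0 in U9-KO males. *Erdr1* and *Gm47283*, whose counts moved together across the mice, had log2 fold changes of 0.80 and 0.76.
Of the 25 genes of Figure 4b,c, 0 were among the 31 adipogenesis and adipocyte genes or the 18 obesity-related genes of lists drawn from general knowledge. The adipocyte genes had a median log2 fold change of 0.23 in females (23 higher, 8 lower) and 0.12 in males (23 higher, 8 lower). limma's camera test with a fixed inter-gene correlation of 0.01 gave an adjusted p of 0.00066 in females and 0.014 in males. The obesity-related genes had a median of -0.05 in females (9 higher, 9 lower, adjusted p = 0.973 in limma's camera test) and -0.35 in males (3 higher, 15 lower, adjusted p = 0.042). Without 1 gene that was near 0 in both groups, the median of the obesity-related genes in females was -0.15, and with 1 gene that was near 0 in one group set to its bound, that in males was -0.29. None of these calls held under limma's fry (adjusted p = 0.874 and 0.442 for the adipocyte genes and 0.281 for the obesity-related genes in males) or with the correlation estimated from the data. Leaving out single males moved the median of the obesity-related genes most, between -0.48 without WT male 1 and -0.09 without U9-KO male 2, and 4 of these 7 fits lost its call (limma camera adjusted p from 0.00855 to 0.245 over the 7). For the adipocyte genes the call in males was lost without WT male 2 (median 0.05, adjusted p = 0.835, range 3.09e-05 to 0.835) and without U9-KO male 4 (0.10, adjusted p = 0.102). The call in females was lost without WT female 4 (0.11, adjusted p = 0.476, range 1.05e-06 to 0.476) and without U9-KO female 3 (0.12, adjusted p = 0.304).

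**Figure D2:**
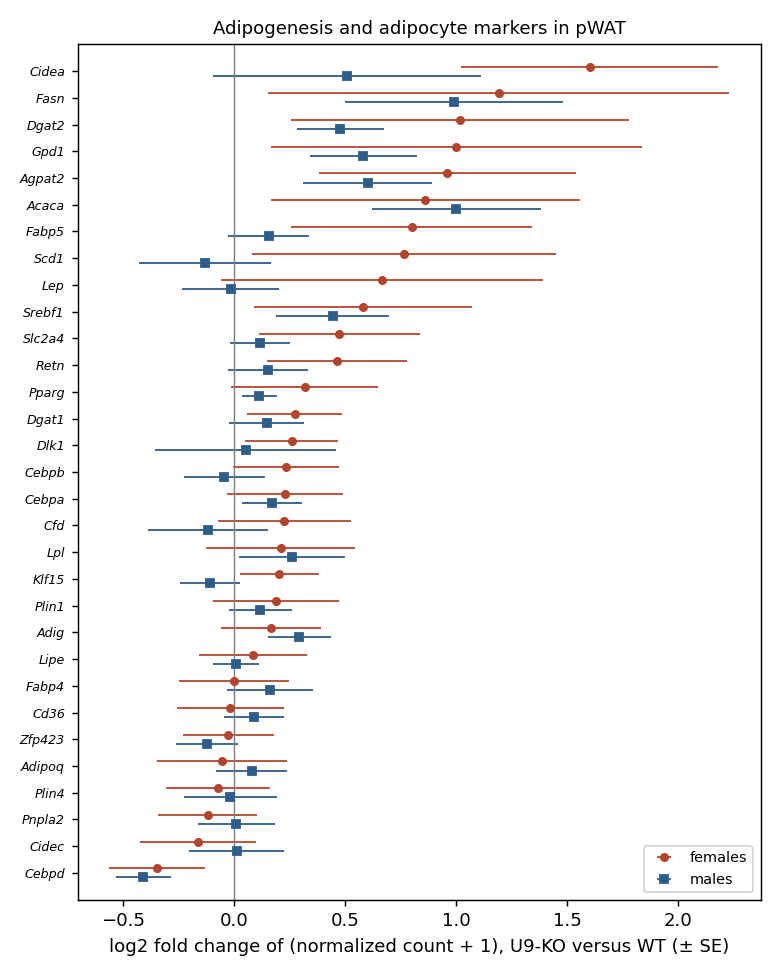
Log2 fold change of (normalized count + 1) between U9-KO and WT for 31 adipogenesis and adipocyte genes, in females (circles, 5 WT and 5 U9-KO) and males (squares, 3 WT and 4 U9-KO). Bars are standard errors from limma. Most points lie within 1 unit of 0 and most bars are wider in females than in males.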

The DEGs showed relatively heterogenous expression across samples and contained no obvious adipogenesis markers or other obesity‐related molecular markers. 

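*Adipoq*, which encodes adiponectin (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028), had 55059 ± 15295 normalized counts in WT females and 53863 ± 18160 in U9-KO females (SD, n = 5 each, two-sided exact permutation test of the means, p = 0.913). In males it had 57593 ± 12200 in WT (SD, n = 3) and 59877 ± 2684 in U9-KO mice (SD, n = 4, exact p = 0.857). *Pparg* (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) had 2940.2 ± 1341 in WT and 3556 ± 1369 in U9-KO females (SD, n = 5 each, exact p = 0.492). In males *Pparg* had 6017 ± 369.9 in WT (SD, n = 3) and 6506 ± 252 in U9-KO mice (SD, n = 4, exact p = 0.171). *Fabp4*, a lipid carrier of adipocytes (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576), had 105247 ± 16167 in WT and 109092 ± 37098 in U9-KO females (SD, n = 5 each, exact p = 0.865). In males *Fabp4* had 197756 ± 17271 in WT (SD, n = 3) and 221560 ± 25446 in U9-KO mice (SD, n = 4, exact p = 0.343). The smallest p that these exact tests allow is 0.0079 with 5 mice against 5 and 0.057 with 3 against 4, so no difference between males could reach 0.05.
In limma's test the log2 fold changes in females were -0.06 (SE 0.29) for *Adipoq*, 0.32 (SE 0.33) for *Pparg* and -0.00 (SE 0.25) for *Fabp4*. In males they were 0.08 (SE 0.16), 0.11 (SE 0.08) and 0.16 (SE 0.19), and the adjusted p-values were 0.910, 0.727 and 0.844, against 1 for each of the 3 in females. In females each difference of means was smaller than the SD of either group. In males this held for *Adipoq*, while the means of *Pparg* lay further apart than either SD, and those of *Fabp4* further apart than the SD of the WT males. With single mice left out, the sign changed for *Adipoq* in both sexes and for *Fabp4* in females. Across the 10 females *Adipoq*, *Pparg* and *Fabp4* fell as transcripts typical of the ovary rose in the same library. The paper rests its reading, that loss of *U90926* has little effect on obesity-related expression in pWAT, on these 3 markers and on its differentially expressed genes. Those numbered 36 in males and 5 in females, with none shared and 0 with both sexes together. They varied among mice and held no evident marker of adipogenesis or obesity. The paper also found no difference in *Fabp4* and *Pparg* by RT-qPCR in pWAT of HFD-fed mice.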

Direct examination of the mRNA‐encoding adipogenesis markers AdipoQ, PPARg, and FABP4 in the RNA‐seq data also showed no difference in U9‐KO compared with WT (Figure 4d–f), altogether suggesting that *U90926* deficiency in vivo has minimal effects on obesity‐related gene expression in pWAT. Taken together with the histologic assessment and adiposity index measurements, these data suggest that the *U90926* deficiency in vivo does not affect the major characteristics of WAT.

### 3.6 Diet‐induced obesity phenotypes are not different in U9‐KO mice

In the studies above, we demonstrated a lack of effect of the *U90926* deletion on spontaneous weight gain or adiposity in vivo in mice fed a normal diet (ND). Next, to test whether *U90926* deficiency influences pathologic weight gain during obesity, we used a standard diet‐induced obesity model (Wang & Liao, 2012), in which we utilized a HFD containing 60% kcal of fat. To confirm the robustness of this model, we first compared weight gain in WT mice fed a HFD to those fed a ND from 8 to 16 weeks of age. As expected, HFD‐fed WT mice of both sexes exhibited much greater weight gain compared with sex‐matched ND‐fed WT mice (Figure S3). Next, we introduced the HFD to control WT mice and U9‐KO mice at the age of 8 weeks and continued for an additional 6 weeks. We found no difference in weight gain between WT and U9‐KO mice fed a HFD (Figure 5a–d). Perigonadal fat weights were also comparable between WT and U9‐KO mice (Figure 5e). These data indicate that *U90926* does not exert a major effect on weight gain and fat accumulation during diet‐induced obesity.

**FIGURE 5:**
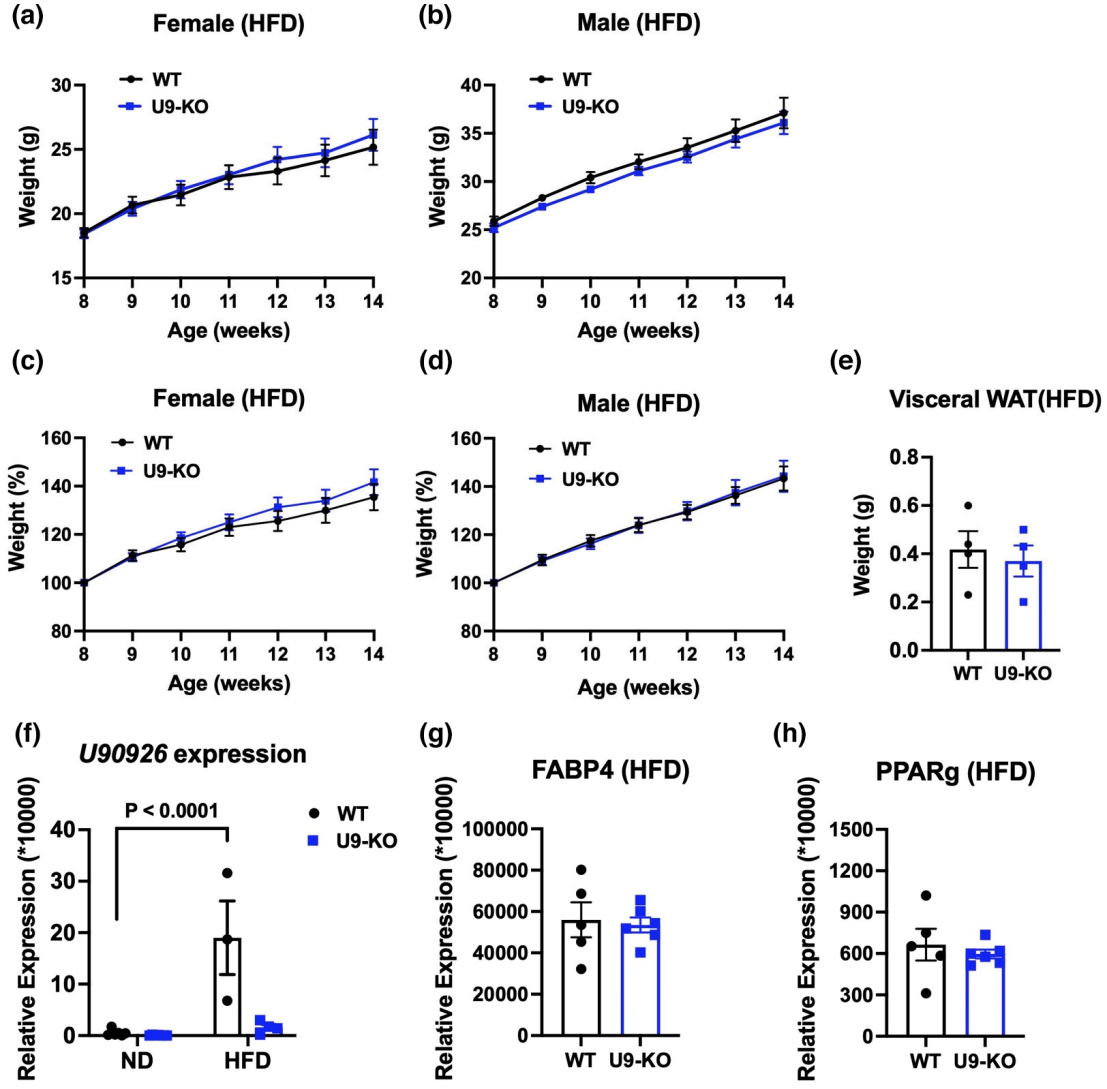
*U90926* deletion does not alter obesity phenotypes during diet‐induced obesity. (a–d) WT and U9‐KO mice were exposed to a high‐fat diet (HFD) containing 60% fat at 8 weeks of their age, and body weight was measured every week for 6 weeks. Weight gain in gram (g) and percentage (%) of female (WT = 10, U9‐KO = 11) and male (WT = 7, U9‐KO = 12) mice upon HFD are shown here in panels (a–d), respectively. (e) Visceral/perigonadal fat depots were collected from female HFD‐fed WT and U9‐KO mice (*n* = 4 in each group) for comparison in WAT weight. (f) *U90926* expression in perigonadal WAT was measured by RT‐qPCR in tissues from normal diet (ND)‐ and HFD‐fed WT and U9‐KO mice. The ND mice used here were age‐matched and generated in parallel experiments with HFD mice using the same homozygous x homozygous breeding strategy. (g, h) Adipogenesis markers, such as *Fabp4* and *Pparg*, were measured by RT‐qPCR in perigonadal WAT collected from HFD‐fed WT and U9‐KO mice. All RT‐qPCR data are expressed relative to the housekeeping gene Beta‐2‐microglobulin (B2m) in panel (f) and 18SrRNA in panels (g, h) and calculated by a comparative Ct method formula of 2^−∆∆Ct^ and multiplied by a factor of 10,000 for ease of visualization. The data are represented as the mean ± SEM. The significance of differences between the indicated groups was determined by a two‐way ANOVA (a–d, f) and a Student's *t*‐test (e, g, h).

A previous study showed that HFD‐induced obese mice have decreased *U90926* expression in their subcutaneous and visceral WAT compared to ND‐fed mice, with expression of genes encoding adipogenesis markers PPARγ, FABP4, and AdipoQ upregulated in WAT of HFD‐induced obese mice and in U9‐knockdown 3T3‐L1 preadipocytes (Chen et al., 2017). In contrast, our results demonstrated that WT HFD obese mice have significantly higher *U90926* expression in the pWAT than do ND‐fed mice (Figure 5f), with no differences in *Fabp4* and *Pparg* expression in visceral WAT of HFD‐fed WT and U9‐KO mice (Figure 5g,h).

Adipose tissue contains numerous leukocyte populations in its stromal vascular cell (SVC) fraction, along with preadipocytes (Orr et al., 2013). During obesity, in addition to macrophages, other leukocytes, including neutrophils, monocytes, T cells, B cells, NK cells, etc., also infiltrate the adipose tissue, which plays an essential role in obesity‐associated inflammation (Boutens & Stienstra, 2016; Orr et al., 2013). Therefore, to identify if the increased *U90926* expression in HFD‐fed WT whole pWAT tissue RNA (Figure 5f) is associated with cells belonging to the SVC fraction (containing preadipocytes and immune cells) or to mature adipocytes, we separated SVC and mature adipocytes from pWAT (Figure 6a). We found that, in WT mice, *U90926* expression is significantly higher in the SVC fraction than in adipocytes (Figure 6b), with a 91% reduction in expression in SVC from U9‐KO mice as measured by RTq‐PCR to levels below the limit of reliable detection (Figure 6c). Since leukocyte infiltration into pWAT is a hallmark of obesity‐related inflammation, we have examined if *U90926* has any effect on regulating leukocyte infiltration in pWAT, focusing on the myeloid cell population, given our published findings on the function of *U90926* in macrophages (Sabikunnahar et al., 2023). We measured M1 macrophages (CD11c^+^), M2 macrophages (CD206^+^ or CD301^+^), adipose tissue‐resident macrophages (F4/80^+^), and monocytes (Ly6C^+^) as a percentage of CD11b^+^ cells in pWAT collected from both ND‐fed and HFD‐fed WT and U9‐KO mice by flow cytometry (Figure 6d). We found no differences in myeloid cell populations in pWAT of U9‐KO mice compared to WT, regardless of diet (Figure 6e, f). Altogether, these data suggest that *U90926* deletion in vivo lacks any effect on major phenotypes in diet‐induced obesity.

**FIGURE 6:**
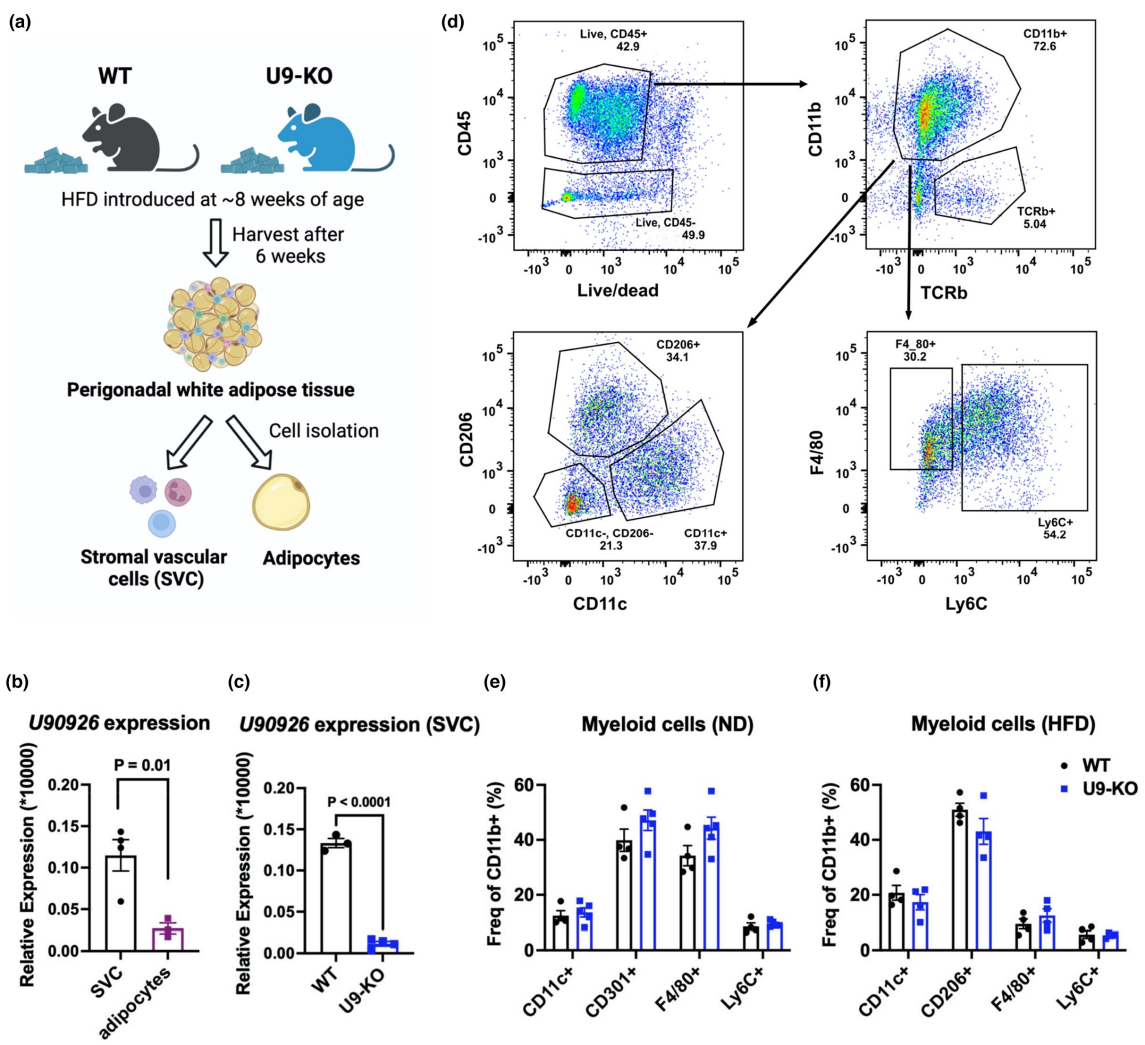
Lack of *U90926* does not alter immune cell infiltration in the perigonadal adipose tissue. (a) Schematic diagram of stromal vascular cell (SVC) content and mature adipocyte isolation from perigonadal white adipose tissue (pWAT). (b) pWAT from high‐fat diet (HFD)‐fed WT mice was collected, and SVC and mature adipocytes were separated, followed by RT‐qPCR to measure *U90926* expression in each cellular fraction. (c) SVC was collected from HFD‐fed WT and U9‐KO mice, and RT‐qPCR was performed to measure *U90926* expression. The data (b, c) are expressed relative to the housekeeping gene 18SrRNA and calculated by the comparative Ct method formula 2^−∆∆Ct^ and multiplied by a factor of 10,000 for ease of visualization. Data are represented as the mean ± SEM, and a Student's *t*‐test was performed for comparison. (d) Gating scheme of flow cytometry analysis of SVC (e, f) isolated from pWAT. Here, leukocytes (CD45^+^) were gated, followed by gating for myeloid cells (CD11b^+^) and T cells (TCRb^+^). The CD11b^+^ TCRb‐myeloid population was used as the parent gate for calculating the frequencies of all the myeloid cell sub‐populations. (e, f) SVCs were collected from ND‐fed (e) and HFD‐fed (f) WT and U9‐KO WAT to measure different myeloid cell populations by flow cytometry. Here, M1 macrophages (CD11c^+^), M2 macrophages (CD206^+^ or CD301^+^), adipose tissue‐resident macrophages (F4/80^+^), and monocytes (Ly6C^+^) expressed as percentages of the parent CD11b^+^ population are shown.

## 4 DISCUSSION

Obesity has become a global pandemic that affects over 1 billion people worldwide. It is a significant health risk associated with comorbidities including type 2 diabetes, nonalcoholic fatty liver disease, cardiovascular disease like hypertension, myocardial infarction, stroke, musculoskeletal disease (osteoarthritis), asthma, and some types of cancer, for example, breast, ovarian, prostate, liver, kidney, and colon (Blüher, 2019). Adipogenesis, or adipocyte differentiation, is an essential aspect of fat expansion in obesity (Ali et al., 2013). Therefore, understanding molecular mechanisms and triggers for adipogenesis during obesity is helpful in combating obesity. Many research groups have implicated lncRNAs as regulators of adipocyte differentiation (Sun et al., 2013; Wei et al., 2016). Chen et al. (2017) studied the lncRNA *U90926* in adipogenesis, showing that this gene *U90926 is* a negative regulator of adipogenesis using an in vitro 3T3‐L1 preadipocyte differentiation system and providing the first putative function for this novel lncRNA. Having previously generated the first (to our knowledge) mouse model deficient in *U90926* (Sabikunnahar et al., 2023), based on these findings, in this study, we investigated the contribution of *U90926* to weight gain and other obesity‐related phenotypes in vivo.

*U90926* was first reported and classified as lncRNA by a genome exploration research group (Okazaki et al., 2002). Since then, several groups, including ours, have characterized this lncRNA in distinct cell types, including 3T3‐L1 preadipocytes, microglia, mouse retinal cells, and macrophages, with distinct functional roles in each cell type (Chen et al., 2017, 2021; Sabikunnahar et al., 2023; Shirahama et al., 2020). We have previously reported that *U90926* is highly expressed in myeloid cells in a TLR‐Myd88‐p38 MAPK‐dependent manner and is protective during endotoxic shock (Sabikunnahar et al., 2023). We are also the first to identify that *U90926* can encode a small protein in its 264‐bp‐long open reading frame (ORF) (Sabikunnahar et al., 2023), suggesting that *U90926* may have a dual role in cellular processes as lncRNA and a protein‐coding gene. Here, we have evaluated the function of *U90926* in adiposity and weight gain using a knockout mouse model, U9‐KO, in which we deleted the whole genomic locus of *U90926*. In agreement with Chen et al. (2017), we found that *U90926* is expressed at detectable (albeit low) levels in visceral WAT and is highly expressed in 3T3‐L1 preadipocytes, with its expression decreasing as 3T3‐L1 cells become mature adipocytes (Figure 1a). However, in subsequent experiments, we found that the decrease in *U90926* expression in 3T3‐L1 cells is not dependent on the presence of adipocyte differentiation stimuli; instead, it may be the effect of prolonged cell culture, as undifferentiated 3T3‐L1 cells cultured in parallel showed the same expression pattern (Figure S2). This could be due to contact inhibition or other intrinsic factors that change gene expression patterns when cells are in culture for an extended period of time (Zaitseva et al., 2006).

Chen et al. (2017) showed that *U90926* represses adipogenesis in vitro, as siRNA‐mediated silencing of *U90926* caused increased expression of adipogenesis markers such as *Pparg*, *Cebpa*, *Fabp4*, and *Adipoq* and increased lipid accumulation during 3T3‐L1 differentiation, whereas overexpression of *U90926* had the opposite effect. Based on these findings, we expected that the U9‐KO mouse model would show increased adipogenesis in vivo. On the contrary, we have not found any major effect of *U90926* deficiency in vivo in terms of weight gain and other obesity‐related phenotypes, such as fat accumulation, metabolic changes including plasma levels of glucose, TG, NEFA, and insulin, WAT histology, and adipogenesis molecular markers (Figures 2, 3, 4). Leptin concentrations were slightly decreased in male but not female U9‐KO mice (Figure 3h); however, their food intake (evaluated in GMC; data not shown) and other energy metabolism data did not correlate with this finding, indicating unaltered leptin signaling in U9‐KO mice (Harris, 2014). Generally, the 3T3‐L1 differentiation system is widely used for studying adipogenesis because of its uniform morphological and biochemical nature, comparable with adipocytes in vivo (Novikoff et al., 1980). However, the drawback of this model is that molecular events of adipogenesis in vitro may not fully reflect adipogenesis in vivo, where different other cell types, including adipose tissue macrophages, are also intimately involved (Ntambi & Young‐Cheul, 2000). Our data echo this and suggest that in vitro adipogenesis phenotypes may not be totally reflective of adipogenesis phenomena in vivo. Alternatively, the contribution of *U90926* in adipose tissue homeostasis may be redundant and may be compensated by other genes or pathways, although a lack of significant gene expression changes in WAT as seen in our transcriptional profiling experiments argues against this possibility.

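Among the 17792 genes with a mean of at least 10 normalized counts in females, 267 had a log2 fold change beyond 1 in either direction, and 75 of these also had an unadjusted p under 0.05. In males this held for 171 of 16564 genes, 91 of them with an unadjusted p under 0.05. The median standard error of a log2 fold change was 0.18 in females and 0.14 in males. In the simulated data, a 1.5-fold change was called for 25.3% of genes with the group sizes and gene spreads of the females. With those of the males it was called for 44%. As the simulated genes varied independently, these shares may be too high for the real mice. A 4-fold change was called for 81.3% and 87.3%. The nearest annotated genes on each side of *U90926* did not pass the threshold in either sex. *Uso1*, which ends 7095 bp away, had 2466 ± 242 and 2662 ± 322 normalized counts in WT and U9-KO females (SD, n = 5 each) and 2888 ± 58.5 and 3128 ± 113 in WT and U9-KO males (SD, n = 3 and 4). The difference in males was larger than either SD, with an adjusted p of 0.696 in limma's test. *Ppef2* and *Naaa* had log2 fold changes of -0.04 and -0.01 in females and -0.34 and -0.07 in males, each smaller than its standard error, and the sign of each changed with single mice left out. *Gm43040* had at most 5 normalized counts in any mouse.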

Since the deletion of *U90926* in vivo was insufficient to change any phenotypes related to obesity in mice fed standard chow, we stressed the system to robustly induce obesity using an HFD. Interestingly, we found that, compared with ND, HFD increased *U90926* expression in whole WAT (Figure 5f), which contradicts the findings of Chen et al. (2017). Nonetheless, and as with ND, we have found no effect of the *U90926* deletion in HFD‐fed mice on weight gain, fat accumulation, adipogenesis markers in the pWAT, and leukocyte infiltration into the pWAT (Figures 5 and 6), although we acknowledge that, unlike the normal diet studies, measurements of in vivo fat mass or additional metabolic parameters were not performed in our high‐fat diet studies.

The role of adipogenesis in regulating obesity phenotypes is controversial in the field. Some studies showed that adipogenesis increases significantly during both genetic and diet‐induced obesity (Faust et al., 1978, 1984; Hirsch & Batchelor, 1976). Others have shown that adipocyte hypertrophy is the main contributor to obesity (Hirsch & Han, 1969; Johnson & Hirsch, 1972). Recent studies revealed that increased adipogenesis has paradoxically beneficial metabolic outcomes in obesity (Ghaben & Scherer, 2019; Jakab et al., 2021). Thus, adipogenesis regulation in vitro may not be an indicator of obesity phenotypes in vivo. 

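*Cebpa*, an adipogenic transcription factor (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928), had 13810 ± 4681 normalized counts in WT and 15855 ± 4462 in U9-KO females (SD, n = 5 each, two-sided exact permutation p = 0.500). In males it had 24946 ± 4761 in WT (SD, n = 3) and 27737 ± 1509 in U9-KO mice (SD, n = 4, exact p = 0.514). The most abundant genes of the adipocyte list were *Scd1*, *Fasn* and *Cfd*, none of which passed the threshold with all mice. *Scd1* had 275299 ± 196493 in WT and 525821 ± 489795 in U9-KO females (SD, n = 5 each), and 672452 ± 185345 and 601002 ± 36091 in WT and U9-KO males (SD, n = 3 and 4). Its log2 fold changes in limma's test were 0.77 (SE 0.69, adjusted p = 1) in females and -0.13 (SE 0.30, adjusted p = 0.923) in males, and 0.08 in males without WT male 2. *Cfd* had 169207 ± 34551 and 206716 ± 81948 in WT and U9-KO females (SD, n = 5 each), and 258966 ± 92002 and 227169 ± 11290 in WT and U9-KO males (SD, n = 3 and 4). Its log2 fold changes in limma's test were 0.23 (SE 0.30, adjusted p = 1) and -0.12 (SE 0.27, adjusted p = 0.922), and 0.10 in males without WT male 1. *Fasn*, the fatty acid synthase, had 198321 ± 197687 in WT and 388162 ± 340379 in U9-KO females (SD, n = 5 each), and 153162 ± 137388 and 229551 ± 24870 in WT and U9-KO males (SD, n = 3 and 4). Its log2 fold changes of 1.19 (SE 1.04) and 0.99 (SE 0.49) had adjusted p-values of 1 and 0.663 in limma's test. Without WT male 1 the change in males was 1.70, with an adjusted p of 0.0416, and without WT male 2 it was 0.36, with an adjusted p of 0.863, the extremes over the 7 fits that each left out 1 male. WT male 1 had the highest *Fasn* of all males (308595) and WT male 2 the lowest (47950). *Lep*, which encodes leptin, had 29135 ± 6271 in WT males (SD, n = 3) and 29178 ± 7815 in U9-KO males (SD, n = 4, exact p = 0.971). In females *Lep* had 7682 ± 7471 in WT and 7634 ± 2964 in U9-KO mice (SD, n = 5 each, exact p = 0.992). Its log2 fold change in females was 0.67 (SE 0.73) in limma's test. Over the fits that each left out 1 female it ranged from 0.18 to 1.15.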

Regardless, the lack of changes in adipocyte morphology in pWAT and adipogenesis marker expression in U9‐KO compared to WT (Figure 4) in our studies suggests *U90926* deletion does not affect adipogenesis or other obesity phenotypes in vivo. We note that while we did establish the loss of *U90926* expression in whole adipose tissue from U9‐KO animals (Figure 1a), in isolated WT adipocytes, the expression level of *U90926* RNA is near the limit of detection/background (Figure 6b), and hence we were unable to demonstrate downregulation in KO adipocytes. However, we were able to show the loss of *U90926* expression in SVC, collected from U9‐KO adipose tissue, compared to WT adipose tissue (Figure 6c). The low expression of *U90926* in mature adipocytes is expected, since Chen et al. (2017) showed that *U90926* expression decreases greatly during adipocyte maturation in vitro, as well as at the whole adipose tissue level during obesity in vivo.

Besides adipocytes and preadipocytes, WAT tissue comprises many different cell types that influence adipogenesis and adipocyte activity in vivo (Boutens & Stienstra, 2016; Orr et al., 2013). Adipose tissue macrophages, in particular, play a vital role in adipogenesis and metabolic changes during obesity (Cheng et al., 2019), and we have shown previously that *U90926* is highly expressed in LPS‐activated macrophages and even in whole WAT following systemic LPS administration in vivo (Sabikunnahar et al., 2023). In addition, our data show that *U90926* is expressed in stromal vascular cells (SVCs) instead of in mature adipocytes (Figure 6b), which indicates an increased *U90926* expression signal in HFD‐SVC may come from macrophages during obesity, induced by chronic inflammatory signals or cell‐damage‐associated molecular patterns. Thus, there could be a macrophage‐driven *U90926* role in obesity and/or sepsis‐related adipose tissue responses that can be explored in future studies. Alternatively, it is also likely that the *U90926* expression in the SVC comes from preadipocytes, which are also present in this cellular fraction and would be expected to express *U90926* (Chen et al., 2017). A conditional knockout model specific to macrophage or adipocyte lineage could be used to further determine the contribution of *U90926* to obesity in vivo, with temporally inducible models to account for any developmental compensatory effects on loss of *U90926* expression. Nonetheless, our present results demonstrate that loss of *U90926* does not affect obesity‐related phenotypes in mice under a normal or high‐fat diet condition, suggesting that unlike its role in myeloid cell‐mediated inflammation, this gene may not have an essential role in adipocyte biology.

## FUNDING INFORMATION

This work was supported by grants from the National MS Society (research grant RR‐1602‐07780) and the NIH NIAID (R21AI151116) to DNK. The GMC study was supported by the German Federal Ministry of Education and Research (Infrafrontier grant 01KX1012 to MHdA) and the German Center for Diabetes Research (DZD) (MHdA). The authors would like to thank Animal care management (OCAM) at the UVM, Dr. Roxana del Rio‐Guerra for the flow cytometry and cell sorting facility, and Dr. Cory Teuscher (Department of Medicine, UVM) for many helpful discussions and feedback.

## ETHICS STATEMENT

All animal experiments performed at the University of Vermont (UVM) were approved by the UVM Animal Care and Use Committee (IACUC; protocol number X1‐061). All guidelines for ethical protocols and care of experimental animals established by the National Institutes of Health (NIH) were followed. At the German Mouse Clinic (GMC), animals were maintained in individually ventilated cages with water and standard mouse chow according to the directive 2010/63/EU, German national laws, and GMC housing conditions (www.mouseclinic.de). All tests performed were approved by the responsible authority of the district government of Upper Bavaria. We also confirm that we understand the ethical principles under which the journal operates and that our work complies with the animal ethics checklist as outlined in the instructions to authors.

## Supporting information

Data S1.
Click here for additional data file.

Figure S2.
Click here for additional data file.

Figure S3.
Click here for additional data file.

# Supplementary material for: LncRNA U90926 is dispensable for the development of obesity‐associated phenotypes in vivo
**Source:** Physiol Rep. 2024 Jan 3;12(1):e15901. doi: 10.14814/phy2.15901
**Supplement:** Supplementary file 2 — Figure S2.

**Figure S2: *U90926* expression is downregulated in 3T3-L1 cells in long-term cell culture regardless of differentiation.** 3T3-L1 cells were plated for an eight-day differentiation protocol with or without differentiation mix (1μM dexamethasone + 0.5mM IBMX + 1μg/ml insulin). Samples were collected every 2 days, followed by RT-qPCR to measure *U90926* expression. All the data are expressed relative to the housekeeping gene, *B2m* and calculated by a comparative Ct method formula 2^-(deltaCt) and multiplied by a factor of 10,000 for ease of visualization. Data are represented as the mean ± SEM.

# Supplementary material for: LncRNA U90926 is dispensable for the development of obesity‐associated phenotypes in vivo
**Source:** Physiol Rep. 2024 Jan 3;12(1):e15901. doi: 10.14814/phy2.15901
**Supplement:** Supplementary file 3 — Figure S3.

**Fig. S3 HFD-fed WT mice demonstrate higher weight gain compared with ND-fed WT mice.** WT C57BL/6J (B6) mice were analyzed in two groups, normal diet (ND)-fed (n=7) and high-fat diet (HFD)-fed (n=6). HFD was introduced at the age of 8 weeks and continued for another 8 weeks. Weights were taken every 4 weeks until 16 weeks of age for both groups. Weight gain comparison in ND-fed and HFD-fed mice are shown here in males and females (panel A and B). Data are represented as the mean ± SEM. For statistical analysis, two-way ANOVA was performed, and Šídák's multiple comparisons test was performed as a post-hoc analysis. Here, P values are shown as *= 0.02, **=0.002, and ***=<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

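RNA from whole pWAT of 17 mice was sequenced, with 1 library for each of 5 WT and 5 U9-KO females and 3 WT and 4 U9-KO males. The authors checked the reads with FastQC and MultiQC, trimmed them with trim_galore, aligned them with STAR, counted them per gene with summarizeOverlaps in Union mode and tested them with DESeq2. The paper's text does not name tool versions, the genome build or the annotation. The deposited values are a score per gene, made by the authors from read counts divided by a size factor for each library and rounded to whole numbers. The size factors appear to have been set in each sex separately. The series table of all libraries repeats the values of the single libraries and was not used here. The columns of 2 male libraries carry other replicate numbers than their sample labels, and the labels were used.

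The 55401 gene identifiers were matched to GENCODE release M21, which named 55141 of them. It names ENSMUSG00000095562 *Gm21887*, and *Erdr1* is used here for that gene. Positions are on GRCm38. The raw reads were not analysed here, so the depth in reads per mouse is unknown and only the summed normalized counts can be given.

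The tests set down before the data were examined assumed raw counts. As the values are not raw counts, limma 3.58.1 in R 4.3.3 was used instead of a count model, with lmFit and eBayes with a mean-variance trend on log2(normalized count + 1). The test, the pseudocount of 1 and the trend were set once the unit was known and after the values of the listed genes had been looked at, and other settings were tried in the same first run. Genes with a total of at least 10 over the mice of a fit were kept, and the threshold was a Benjamini-Hochberg adjusted p under 0.05. Fits were made in females, in males, in both sexes with sex as a covariate, and for the interaction of sex and genotype. The filter, comparisons, lists of genes and rule for named genes were set before the data were examined. The fits were tested on simulated data with 600 changed genes per sex over 3 runs. Each gene was drawn independently with its mean and spread in that sex, and changed genes had a mean of at least 10 and no extreme spread.

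Named genes were *U90926*, its 2 nearest annotated genes on each side that passed the filter, every gene the paper names, *Lep*, the genes used to check the sex of the libraries, and the 3 most abundant members of a reported list. Other genes named were chosen after their values were seen. Single genes were compared with two-sided exact permutation tests in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3. Permutation tests of correlations used 100000 resamples.

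Lists of genes were tested with camera (inter-gene correlation 0.01), and with fry and an estimated correlation as alternatives. They covered the paper's markers, adipogenesis and adipocyte genes, obesity-related genes, immunoglobulin genes, B cells, plasma cells, T cells, myeloid cells, circadian clock genes, clock genes that peak with or opposite *Dbp*, epididymis, ovary, lymph node stroma, mesothelium, muscle and blood. The alternatives were no filter, at least 10 in every mouse, robust empirical Bayes, the replicate number as a block, all 17 mice in 1 fit, no covariate, and leaving out each mouse in turn. Added after the data were seen were fits without the trend, a pseudocount of 0.5, a mean of at least 10, vooma weights, TMM scaling, quantile normalization and an ovary marker score as a covariate in females.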

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

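The tests of the ovary genes, of *Sult1e1*, of single mice and of the total of U9-KO female 3 were chosen only after the result was seen, while those of lymph node tissue and of time of day were not, although the reading of the lymph node test, that it leaves the question open, was set after its value was seen.

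Of 65 groups of 4 or 5 mice examined for a mouse far from the others, 3 held one, against 3.25 that chance gives. *Arhgap45* had 1187 normalized counts in U9-KO male 2, against 1018 to 1041 in the other U9-KO males. *Laptm5* had 2405 in U9-KO male 3, against 2961 to 3058 in the others. No explanation was tested for these 2 genes. The summed normalized counts of U9-KO female 3 were 28620744, against 21490907 to 23313183 in the other U9-KO females. Of the excess over the median of the others, 15 genes carried 50%, and *Scd1* and *Fasn* were the first 2. A few abundant lipogenic genes may therefore account for much of the high total. Why these genes were high in that mouse was not tested.

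The genotype effect on the immunoglobulin genes differed between the sexes by a median of -1.84 on the log2 scale (181 of 204 genes lower in the interaction), and that on the plasma cell genes by -0.92 (8 of 10 lower). Both passed limma's camera, camera with an estimated correlation (adjusted p = 0.0168 for each) and fry (adjusted p = 0.0396 for each). Of the 25 genes of Figure 4b,c, 8 are immunoglobulin genes, so these lists are not independent of the study's. In females the median was 1.30 for the immunoglobulin genes (24 of 187 lower) and 0.50 for the plasma cell genes (9 of 10 higher). In males it was -0.91 (121 of 160 lower) and -0.36 (9 of 10 lower). The most abundant member of each list was not lower in males, with *Ighm* at 0.11 (SE 0.27) and *Xbp1* at 0.23 (SE 0.12). *Igkc* and *Jchain*, the next most abundant immunoglobulin genes, were at -0.89 (SE 0.56) and -0.95 (SE 0.60). In females *Ighm* was at 1.31 (SE 0.64) and *Xbp1* at 0.06 (SE 0.11). Many of the immunoglobulin genes were near 0 in one group. With these at their bound, and 5 near 0 in both groups of females left out, the medians were 1.27 in females and -0.81 in males. Over the fits that each left out 1 mouse, the median of the immunoglobulin genes ranged from 1.01 to 1.47 in females and from -1.47 to -0.37 in males, where limma's camera no longer called it without WT male 1 (-0.37, adjusted p = 0.0615, range 3.76e-17 to 0.0615). That of the plasma cell genes ranged from 0.15, without U9-KO female 1, to 0.75 in females, and from -0.49 to -0.26 in males, where the call was lost without WT male 1 (-0.49, adjusted p = 0.0665) and without WT male 2 (-0.26, adjusted p = 0.0917, range 0.000838 to 0.0917). With all mice, in neither sex alone did fry or the estimated correlation give an adjusted p under 0.05. A single U9-KO female was argued against as the source, since without U9-KO female 3 the median in females was 1.01 and the mean log2 values of the list were between 2.49 and 3.27 in the other U9-KO females, all above the 1.45 to 2.23 of the WT females. Without that mouse the adjusted p was 0.0133 with the estimated correlation and 0.0838 with fry, against 0.0579 and 0.141 with all mice. Lymph node tissue in the sampled fat cannot be told apart from a change in antibody-producing cells. Within the groups of females, the immunoglobulin score had r = -0.376 with the lymph node stroma score (permutation p = 0.29, rho = -0.006, permutation p = 1, adjusted p = 0.45 over 4 relations), but r was 0.254 without the 2 farthest mice, so the sign rests on those mice. Only 4 of the 6 stroma genes had a mean of at least 10 in females. An effect of genotype stays open and untested.

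The genotype effect on clock genes that peak with *Dbp* differed between the sexes by -0.63 (11 of 11 genes lower in the interaction), which passed with the same 2 alternatives. In males, 16 of 16 clock genes moved with their phase: the 11 that peak with *Dbp* were lower and the 5 that peak opposite were higher in U9-KO males. In females 10 of the 11 were higher, as were 3 of the 5 that peak opposite. In males alone neither list passed with an estimated correlation (adjusted p = 0.233 for each) or with fry (adjusted p = 0.185 for each). *Dbp* and *Per3* are in Figure 4c, and all 16 genes are expressed in this tissue. A difference in the time of day at collection may account for this pattern. A change of clock phase by the genotype would give the same values and stays open.

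Ovary and oviduct genes, which the paper does not discuss, were far above the level of the males in some females. *Cyp11a1* had 71595 normalized counts in U9-KO female 1 and 54629 in WT female 4, against at most 135 in males. *Star* had 8440 in U9-KO female 1. WT female 4 had 1817 for *Amh*, 1903 for *Foxl2*, 7239 for *Inha* and 1904 for *Inhba*. *Ovgp1*, an oviduct gene, had 7684 in WT female 3. Across the 10 females *Cyp11a1* rose with the mean of *Star*, *Inha*, *Amh*, *Foxl2* and *Inhba* (r = 0.912, permutation p = 0.00013, rho = 0.915, permutation p = 0.00044, adjusted p = 0.00013 in a family of 1 relation, r = 0.928 without the 2 farthest mice). Ovary tissue in the sampled fat is a candidate explanation. Of the 14 genes of the ovary list, 7 also had a mean of at least 10 in males. The highest values were in a mouse of each genotype.

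*Sult1e1*, from the list of epididymis genes, had 3086 normalized counts in WT male 2 and at least 1515 in every male, against at most 20 in females. Epididymis tissue was argued against, since the other 12 genes examined had at most 3 normalized counts in WT male 2. A difference between the sexes in the fat itself stays open and was not tested.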

How the results depend on the processing

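No test of an explanation is given in this part. The alternatives of no trend, pseudocount 0.5, a mean of at least 10, vooma weights, TMM scaling, quantile normalization and the ovary marker score were chosen after seeing the data.

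Of all results under all alternatives, 1707 kept their direction and their side of the threshold, 71 reversed, 86 became weaker and 36 stronger. For single genes, 493 of 494 values under alternatives other than leaving out a mouse were unchanged in this sense, and *Cfd* in females, at 0.23, was -0.045 with quantile normalization. That alternative gave no value for *Scd1* in males, the most abundant gene in each of them. As none of these genes was called with all mice, an unchanged value mostly means a kept sign. The filter, the trend and the robust setting cannot alter a gene's fold change, so much of this agreement was fixed in advance. Over the alternatives that kept all mice, *Adipoq* in females ranged from -0.235 to -0.055 and *Fabp4* from -0.229 to -0.001. *Pparg* in females ranged from 0.146 to 0.318. In males the ranges were 0.012 to 0.104 for *Adipoq*, 0.028 to 0.161 for *Fabp4* and 0.072 to 0.115 for *Pparg*.

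Genes called numbered 1 in both sexes together with no filter, with no sex covariate, with no trend and with a pseudocount of 0.5 (*Kif16bos* each time), 1 for the interaction with no filter (*Lrp8os1*), and 1 in females (*Hfm1*) and 1 in males (*4930583P06Rik*) with no trend. These genes had at most 7 normalized counts in any mouse. The other alternatives that kept all mice gave 0. Genes at an unadjusted p under 0.05, 553 in females and 1667 in males with all mice, numbered from 194 with at least 10 in every mouse to 873 with no filter in females, and from 1112 in the fit of all 17 mice to 2010 with no filter in males. In both sexes together they went from 1057 to between 550 and 1276, and for the interaction from 910 to between 380 and 1167, lowest with at least 10 in every mouse and highest with no filter. Leaving out each mouse gave from 0 to 71 genes in males, where only the fit without WT male 1 called any, and 0 in females, in both sexes together and for the interaction. The cause was not tested.

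For the adipocyte genes in males, the median of 0.12 lost its call in the fit of all 17 mice, with an estimated correlation and with fry. It did so with a median of 0.072 with quantile normalization and of 0.10 with the replicate number as a block. The numbers do not pair the mice: after subtracting group means, profiles of mice with the same number had correlations of -0.42, 0.20, -0.40, 0.02 and 0.04 in females and -0.06, 0.06 and 0.06 in males. In females the call at 0.23 was lost with an estimated correlation and with fry, and at 0.15 with the ovary marker score as a covariate. The obesity-related genes in males lost their call at -0.35 with an estimated correlation and with fry, and at -0.25 both with at least 10 in every mouse and with a mean of at least 10. These filters test fewer genes. Of the fits that each left out 1 mouse, those without WT female 4 and without U9-KO female 3 lost the call of the adipocyte genes in females (medians 0.11 and 0.12), those without WT male 2 and without U9-KO male 4 lost it in males (0.047 and 0.097), and 4 of 7 lost that of the obesity-related genes in males, without WT male 2 (-0.15), WT male 3 (-0.11), U9-KO male 2 (-0.088) and U9-KO male 4 (-0.25). Otherwise the cause was not tested.

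Some medians changed sign. With no filter, that of the epididymis list went from -0.065 to 0.077 in females and from 0.81 to -0.31 in males, where 8 genes were tested in place of 3, and those of lymph node stroma from -0.02 in each sex to 0.10 and 0.035. Lymph node stroma was at 0.13 in females with at least 10 in every mouse and with a mean of at least 10, and in males at 0.0053 in the fit of all 17 mice and 0.048 with quantile normalization. Quantile normalization gave -0.011 for the paper's markers and -0.019 for the clock genes opposite *Dbp* in females. With the ovary marker score, females had -0.015 for the paper's markers, -0.024 for the clock genes opposite *Dbp*, 0.14 for lymph node stroma and 0.068 for the ovary list. The cause was not tested.

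Over the fits that each left out 1 mouse, *Adipoq* ranged from -0.25 to 0.17 in females and -0.11 to 0.18 in males, *Fabp4* in females from -0.16 to 0.17, *Lep* in males from -0.17 to 0.14, *Scd1* in males from -0.28 to 0.084, *Cfd* in males from -0.45 to 0.098, *Fasn* from 0.55 to 1.95 in females and 0.36 to 1.70 in males (called only without WT male 1, adjusted p = 0.0416 in limma's test, range 0.0416 to 0.863), *Naaa* from -0.19 to 0.081 and -0.18 to 0.041, *Ppef2* from -0.24 to 0.11 and -0.56 to 0.10, and *Gm43040* in females from -0.19 to 0.50. The adipocyte genes ranged from 0.11 to 0.34 in females and 0.047 to 0.19 in males, and the obesity-related genes from -0.14 to 0.039 and -0.48 to -0.088. In females the ranges were -0.034 to 0.25 for the paper's markers, -0.062 to 0.47 for B cells, -0.046 to 0.072 for the clock genes opposite *Dbp*, -0.19 to 0.31 for epididymis, -0.17 to 0.19 for lymph node stroma and -0.66 to 0.0056 for ovary. In males they were -0.20 to 0.15 for lymph node stroma and -0.37 to 0.34 for muscle. The cause was not tested.

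The study's count-model test with its variants, its size factors as an alternative, which the values already hold, and the filterByExpr filter were not run, since they need raw counts.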

Differences from the paper's values

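None of the comparisons below was chosen only after the result was seen, apart from the settings named as such.

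The paper's count of differentially expressed genes in males is 36, against 0 in limma's test (1667 at an unadjusted p under 0.05). The paper's count in females is 5, against 0 (553 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed either gap. Of these, leaving out WT male 1 gave 71 genes in males, more than the paper's count, and called 6 genes of Figure 4c: *Inmt*, *Laptm5*, *Per3*, *Fbxo21*, *Parm1* and *Arhgap45*. The other alternatives set before the data were examined gave 0 genes in either sex. The fit without a mean-variance trend, chosen after seeing the values, called 1 gene in females (*Hfm1*) and 1 in males (*4930583P06Rik*), and neither is in Figure 4b,c. The study's own test on raw counts was not run.

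The paper calls the 5 genes of Figure 4b and the 20 genes of Figure 4c differentially expressed. In limma's test over all genes the adjusted p was 1 for each of the 5 in females and 0.612 for each of the 20 in males.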

Other observations

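The correlations and the tests of explanations in this part were chosen only after the result was seen. The splits of the mice for the genes called in females, in males and in both sexes together were not. The lists of genes and the fits that each left out 1 mouse were set before the data were examined. So were fry and the estimated correlation with all mice.

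With 0 genes called, every split of the mice gave as many. This held for 100 of 100 splits of the females, 35 of 35 splits of the males, 100 of 100 splits within each sex for both sexes together and 100 of 100 for the interaction. At an unadjusted p under 0.05, 76 of 100 splits of the females gave at least the 553 genes of the real split, and 5 of the 35 splits of the males gave at least 1667. The 71 genes called without WT male 1 were matched by 1 of the 15 splits of the other 6 males, the real one, and the other 14 splits called 0. The real split also had the most genes at an unadjusted p under 0.05, 3345 against a median of 865 over the 15. These genes cannot be told apart from a chance split, since 15 splits cannot give a share under 0.05, and since this fit was picked as the only one of the 7 fits without 1 male that called any gene. With all mice, 6 of the 35 splits of the males called genes, at most 5, and 2 of the 100 splits of the females did, at most 497, where the real splits called 0. They had adjusted p-values between 0.0246 and 0.0498, with 45 higher and 26 lower in U9-KO males. The 71 genes held 3 of the 31 adipocyte genes, *Fasn*, *Acaca* and *Gpd1*. They also held the lipogenic genes *Acly*, *Elovl6*, *Me1*, *Thrsp* and *Acss2*. All of these were higher in U9-KO males in that fit and are named here after their values were seen. WT male 1, the mouse left out, had the highest values of all males for *Fasn* (308595), *Me1* (26273) and *Elovl6* (2037). The U9-KO males had at most 261989, 19532 and 1971. For *Acly* and *Acaca* the highest male was U9-KO male 3.

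Across the 10 females *Adipoq* fell as the ovary marker score rose (r = -0.919, permutation p = 0.00062, rho = -0.830, permutation p = 0.0045, adjusted p = 0.0017 over 4 relations, r = -0.751 without the 2 farthest mice). *Fabp4* did so too (r = -0.750, permutation p = 0.012, rho = -0.758, permutation p = 0.015, adjusted p = 0.012, r = -0.532 without them). For *Pparg* and *Cebpa* r was -0.770 and -0.875 (permutation p = 0.0085 and 0.00086). Ovary tissue that takes a share of the library is a candidate explanation for part of the spread of these markers among females. A change in the fat of the same mice stays open.

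*Erdr1* and *Gm47283* moved together over the 17 mice (r = 0.997, rho = 0.988, permutation p = 1e-05 for each, the smallest the resamples can give, r = 0.994 without the 2 farthest mice). Within females r was 0.992 and within males 0.995. Reads of one sequence counted on both genes may explain this, so they may stand for 1 change. *Gm47283* is annotated on chromosome Y, yet had between 3384 and 10980 normalized counts in females, where *Ddx3y* had at most 18. Of the 775 stretches of 100 bases in the annotated transcripts of *Erdr1*, on chromosome X, 432 are also in those of *Gm47283*. As females have no chromosome Y, their counts on *Gm47283* came from sequence elsewhere in the genome. A separate gene on chromosome Y was thus excluded in females beforehand, and the counts are no test of it. In males, a part of the counts from chromosome Y stays open.

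*Parm1*, higher in U9-KO males, lies 582999 bp from *U90926*. Within 1 Mb of *U90926*, 3 of 35 genes had an unadjusted p under 0.05 in males, and 48.7% of windows with as many genes held at least as many. This argues against a change of expression across the whole region as its cause. An effect on *Parm1* alone was not tested.

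In males the B cell genes had a median log2 fold change of -0.89 (13 of 14 lower) and the myeloid genes -0.39 (18 of 18 lower), with adjusted p = 6.87e-08 and 2.97e-10 in limma's camera, which did not hold under fry or an estimated correlation. *Cd79a* of the B cell list is in Figure 4c. WT male 2 had 2157 normalized counts of *Cxcl13*, against at most 298 in other males. Without WT male 2 the medians were -0.46 (13 of 14 lower) and -0.23 (17 of 18 lower). limma's camera kept both calls in each of the 7 fits that left out 1 male, with the highest adjusted p, 0.000375 and 8.90e-07, without WT male 2. There the adjusted p was 0.263 with an estimated correlation and 0.272 with fry for each list. The kept calls count against WT male 2 as the whole source. It still cannot be told apart from a difference between the groups, since 2 WT males are left and the mean log2 value of the list in the lower of them, 5.930 for B cells and 9.860 for myeloid genes, was below the highest U9-KO male, 5.948 and 9.862. The T cell genes had a median of -0.61 in males (15 of 15 lower, adjusted p = 6.08e-05 in limma's camera) and 0.20 in females. In males it lost its call without WT male 1 (-0.39, adjusted p = 0.116, range 9.20e-10 to 0.116), with an estimated correlation (0.318) and with fry (0.281), and was -0.37 without U9-KO male 3 and -0.40 without U9-KO male 1.

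The medians of the other lists, in females and then in males, were 0.11 and 0.14 for the paper's markers, 0.16 and -0.17 for the circadian clock genes, 0.17 and -0.35 for those that peak with *Dbp*, 0.02 and 0.48 for those that peak opposite, -0.17 and 0.00 for mesothelium, -0.32 and 0.24 for muscle, 0.37 and -0.43 for blood, -0.26 and 0.17 for ovary, -0.06 and 0.81 for epididymis, and -0.02 and -0.02 for lymph node stroma. In females the B cell genes had 0.12 and the myeloid genes -0.14. With genes near 0 in one group at their bound and those near 0 in both left out, the median of muscle was -0.12 and 0.15, and that of the ovary list in males 0.10.

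*Fasn* ranged from 18029 to 931443 normalized counts across the females. It rose with *Acly* (r = 0.986, rho = 0.952, permutation p = 1e-05 and 0.00015) and with *Elovl6* (r = 0.981, rho = 0.964, permutation p = 1e-05 and 6e-05), with an adjusted p of 1e-05 over 2 relations, and r was 0.982 and 0.954 without the 2 farthest mice. The smallest p that the resamples can give is 1e-05. No biological explanation was tested.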
